# YTHDF2 inhibition potentiates radiotherapy anti-tumor efficacy

**DOI:** 10.1016/j.ccell.2023.04.019

**Published:** 2023-05-25

**Authors:** Liangliang Wang, Xiaoyang Dou, Shijie Chen, Xianbin Yu, Xiaona Huang, Linda Zhang, Yantao Chen, Jiaai Wang, Kaiting Yang, Jason Bugno, Sean Pitroda, Xingchen Ding, Andras Piffko, Wei Si, Chao Chen, Hualiang Jiang, Bing Zhou, Steven J. Chmura, Cheng Luo, Hua Laura Liang, Chuan He, Ralph R Weichselbaum

## Abstract

RNA *N*^6^-methyladenosine (m^6^A) modification is implicated in cancer progression. However, the impact of m^6^A on the anti-tumor effects of radiotherapy and the related mechanisms are unknown. Here we show that ionizing radiation (IR) induces immunosuppressive myeloid-derived suppressor cell (MDSC) expansion and YTHDF2 expression in both murine models and humans. Following IR, loss of *Ythdf2* in myeloid cells augments antitumor immunity and overcomes tumor radioresistance by altering MDSC differentiation, and inhibiting MDSC infiltration and suppressive function. The remodeling of the landscape of MDSC populations by local IR is reversed by *Ythdf2* deficiency. IR-induced YTHDF2 expression relies on NF-κB signaling; YTHDF2 in turn leads to NF-κB activation by directly binding and degrading transcripts encoding negative regulators of NF-κB signaling, resulting in an IR-YTHDF2-NF-κB circuit. Pharmacological inhibition of YTHDF2 overcomes MDSC-induced immunosuppression and improves combined IR and/or anti-PD-L1 treatment. Thus, YTHDF2 is a promising target to improve radiotherapy (RT) and RT/immunotherapy combinations.

## aTOC

Wang et al. discover that loss of *Ythdf2* in myeloid cells augments antitumor immunity of ionizing radiation (IR). The IR-YTHDF2-NF-κB circuit governs MDSC migration and suppressive function. YTHDF2 inhibition enhances efficacy of radiation and checkpoint inhibitor.

## Introduction

Radiation therapy (RT) is employed in 50-60% of cancer patients.^1,2^ Despite continuous technological and therapeutic improvements, the majority of patients experiences treatment failure either locally (due to tumor radioresistance) or at distant metastatic sites. Tumor cell radioresistance contributes to treatment failure and radiosensitizing therapeutic strategies have generally focused on inhibiting DNA repair or increasing DNA damage.^3^ The immune contexture is vital in radiocurability.^4^ Preclinical data indicates an immune stimulatory effect of ionizing radiation (IR) alone or in combination with checkpoint blockade.^5–9^ Encouraged by these promising preclinical results, an increasing number of clinical trials combining checkpoint blockade with IR has been launched (reviewed in ^10,11^). Despite encouraging individual patient responses, only two randomized trials have shown positive results in terms of improving survival.^12,13^ These trials utilized checkpoint blockade after chemo/radiotherapy to inhibit microscopic metastatic disease, however a consistent meaningful interaction between checkpoint immunotherapy and radiotherapy in humans has yet to be established.^14^

Myeloid-derived suppressor cells (MDSCs) have emerged as crucial negative regulators of the antitumor immune response. Inhibiting immunosuppressive effects of cancer therapy is a pivotal step towards therapeutic success.^15^ In the setting of cancer, MDSCs maintain cellular plasticity and can be reprogrammed into various myeloid cells depending on the tumor, normal tissue microenvironments as well as various treatments.^16,17^ Mechanisms of immune suppression by MDSCs include secretion or expression of immunoregulatory factors,^18,19^ which downregulate cytotoxic CD8^+^ T cell function. Tumor infiltration of MDSCs may account for preclinical/clinical radio- and immune checkpoint blockade resistance.^19–21^ In pre-clinical studies, both fractionated and hypo-fractionated treatment regimens resulted in MDSC expansion,^22–25^ which lead to tumor radioresistance^24,26,27^. Clinical studies also showed that radiotherapy induces MDSCs expansion,^24,25,28,29^ immunosuppression,^30^ and these effects appeared to associate with adverse patient outcomes.^25,31–33^ There are several ongoing or recently completed phase 1/2 clinical trials aiming to modulate MDSCs to enhance immunotherapy in distinct ways.^19,34^ Examples include MDSC depletion,^35^ MDSC migration blockade (20 trials using CCR5/CCR2 antagonists and 52 trials using CSFR antagonists),^36^ MDSC function blockage to attenuate their suppressive effects (targeting phosphodiesterase 5 to reduce iNOS and ARG1 production),^37^ and induction of MDSC differentiation by utilizing all-trans-retinoic acid (ATRA).^38^ Despite these studies, no randomized trials have shown improved survival.

*N*^6^-methyladenosine (m^6^A), the most prevalent eukaryotic mRNA modification, regulates the stability and translation of modified mRNAs.^39,40^ m^6^A is dynamically regulated by “writers” (methyltransferase complex: METTL3, METTL14, and WTAP) that install m^6^A methylation; “erasers” (demethylases: FTO and ALKBH5) that remove m^6^A marks; and “readers” (YTHDF1/2/3 and YTHDC1/2) that recognize m^6^A-modified RNA to regulate RNA metabolisms.^41^ Among the m^6^A reader proteins, YTHDF1 facilitates mRNA translation; YTHDF2 promotes mRNA degradation; and YTHDF3 promotes both translation and RNA degradation depending on the biological context.^42,44^ Recent studies have suggested m^6^A readers and erasers are implicated in tumor growth in various cancer types.^45–49^ Only few studies have reached the impact of reader proteins on antitumor immune response: loss of *Ythdf1* enhanced the cross-priming activity via decreasing lysosomal proteases in classical dendritic cells and suppressed tumor growth.^50^ YTHDF2 affects many biological processes including cell cycle progression,^51^ response to stress,^52^ and regulation of hematopoietic stem cell expansion.^47,53–55^ However, the intrinsic role of YTHDF2 in immune cells especially in relation to radiotherapy and immunotherapy has not been explored in depth.

Here we report that, in a clinical trial, IR mediated an increase of YTHDF2-expressing MDSC population following radiotherapy (RT), which associated with metastasis progression post-RT. In murine models, loss of *Ythdf2* in myeloid cells augmented the efficacy of local tumor IR by altering MDSC differentiation, inhibiting MDSC trafficking into tumors and attenuating their suppressive functions. The induction of YTHDF2 by IR via NF-κB activation resulted in downregulation of its direct targets *Adrb2*, *Metrnl* and *Smpdl3b*, which negatively regulate NF-κB signaling. The YTHDF2 inhibitor DC-Y13-27 identified through a small molecule drug screen enhanced the antitumor effects of radiotherapy and radio-immunotherapy combinations in a manner similar to the deletion of YTHDF2. The alleviation of immunosuppression through YTHDF2 blockade is a therapeutic paradigm that not only improves local tumor control but also suppresses distant metastasis.

## Results

### Local tumor irradiation increases tumor-associated myeloid cells expressing YTHDF2

To investigate the cellular and molecular contexture of the tumor immune microenvironment (TME) following high dose radiation used in ablative radiotherapy, we characterized CD45^+^ immune cells isolated from irradiated (4 days after 20 Gy-IR) and non-irradiated MC38 tumors by high-throughput single-cell RNA sequencing (scRNA-seq). We identified five major cell lineages including T cells, natural killer (NK) cells, dendritic cells (DCs), monocytes, and macrophages, based on gene expression signatures (Figure S1A). We then characterized the changes of these cell subtypes in irradiated tumors compared with non-irradiated tumors. The proportion of T cells was slightly decreased, while an NK subset (*Klrb1c*_NK, C04), two DC subsets (*Ccl22*_cDC1, C11 and *Cd209a*_cDC2, C10), distinct subsets of macrophages and monocytes (C03 and C05), and neutrophil subsets (C12) were increased post-IR (Figures S1B–S1D). Of note, C03 cells showed upregulated *Vegfa* expression and C05 cells showed upregulated *Nr4a1* expression, suggesting their tendency towards the M2 phenotype. Thus, IR markedly changes the TME in ways that alter tumor-infiltrating immune cells including NKs, DCs, macrophages and neutrophils.

Focusing on the myeloid compartment, we identified a monocytic MDSC cell subset (*Ly6c2*_Mono) in mice that dramatically increased in tumors post-IR (Figures 1A and S1E–S1F), characterized by low expression of *C1qa*, a macrophage marker, and high expression of *Ly6c2*, *CD11b* and *Arg1* (Figures 1B and S1F). This observation is consistent with previous work identifying Ly6C^+^ monocytes as MDSCs with superior T cell suppressive function.^26^ In an effort to translate this finding to humans, we evaluated the levels of MDSCs in PBMCs from cancer patients enrolled in a clinical trial at our institution; patients were treated with radiotherapy followed by pembrolizumab (anti–PD-1) (NCT02608385).^56^ MDSCs were significantly increased post-RT compared with matched pre-RT levels (*P*=0.029) in PBMCs. Notably, this increase was significant in patients who progressed at distal sites (outside of the radiation treatment fields; non-responders) (*P* = 0.04), but was not significantly changed in patients who did not progress at distal sites (responders) (*P* = 0.2) (Figure 1C). Consistent results were observed in PBMCs from metastatic NSCLC patients enrolled in another clinical trial (the COSINR study, NCT03223155^57^) at our institution (Figure S1G). In addition, we analyzed data sets in the TCGA database with MDSCs gene signature (*ARG1, CD14, CD44, CD40, S100A8, SELPLG, STAT6, TFRC, TGFB2, STAT3, CD274, ITGA3, SLA*, and *KDR*;^58^) to investigate whether MDSC associated genes are increased in clinical samples post-RT and whether the increase correlates to poor outcome. A low MDSC signature significantly associated with prolonged patient survival in a low grade glioma cohort with RT (*P*=0.01) and in a glioblastoma cohort with RT (*P*=0.049) (Figure S1H). These data indicate that radiation-induced MDSCs may be associated with worse clinical outcome in patients who receive local radiotherapy.

In addition to increased numbers of immunosuppressive MDSCs post-RT, we also investigated the impact of IR on epitranscriptomic modifications driven by RNA m^6^A methylation, which we have recently shown also modulates host antitumor immunity^50^. We observed that the expression of YTHDF2, a m^6^A reader protein, was dramatically elevated in MDSCs of irradiated versus untreated tumors (Figure 1D). In the PBMCs of patients with distal tumor progression, the YTHDF2 level in MDSCs was significantly increased post-RT compared with matched pre-RT samples/values (*P* =0.03, Figure 1E). Consistently, YTHDF2 protein level was markedly induced in MC38 tumor-infiltrating MDSCs after IR treatment (Figure 1F), but not in other infiltrating immune cells (Figure S1I). We next interrogated the temporal response of YTHDF2 following IR and observed that YTHDF2 was markedly elevated in a time-dependent manner (Figure S1J). IR also elicited a direct effect on YTHDF2 expression, as evidenced by upregulated YTHDF2 in bone-marrow derived CD11b^+^Ly6C^+^ cells treated with IR in a time- and dose-dependent manner (Figure S1K). These results demonstrate that IR induces YTHDF2 expression in MDSCs in both clinical and preclinical settings.

### *Ythdf2* deficiency in myeloid cells improves response to radiotherapy

We reasoned that increased YTHDF2 in myeloid cells could alter the response to radiotherapy. To test this, we employed *Lyz*^Cre+^;*Ythdf2*^fl/fl^ conditional knockout mice (hereafter *Ythdf2*-cKO) and *Ythdf2*^fl/fl^ (hereafter WT) in the C57BL/6J genetic background for tumor growth experiments. In the syngeneic murine colon carcinoma (MC38) model, primary tumor growth in WT and *Ythdf2*-cKO mice was similar (Figure 2A). By contrast, local irradiation treatment resulted in a pronounced inhibition of tumor growth in *Ythdf2*-cKO mice compared with WT mice, assessed by both tumor volume and animal survival (Figures 2A, 2B). We also irradiated melanoma and Lewis lung carcinoma (LLC) tumors in both WT and *Ythdf2*-cKO mice, and observed a similar phenotype (Figures 2C, 2D). Intriguingly, in the LLC spontaneous lung metastasis model, a reduced metastatic burden was observed in lungs of *Ythdf2*-cKO mice that received IR compared with WT mice that received IR (Figure 2E). Taken together, these data indicate that deleting *Ythdf2* in myeloid cells enhanced the efficacy of radiotherapy through an increase in both local and distal metastasis control.

To assess whether distinct myeloid cell subsets are implicated in tumor progression and antitumor immunity following IR, we first characterized the effects of *Ythdf2* deletion in the TME after IR by profiling the tumor-infiltrating immune cells in MC38 tumors using flow cytometry. MDSCs and CD8^+^ T cells exhibited significant changes (Figure 2F). In WT mice, both the absolute number and percentage of CD11b^+^Ly6C^hi^ cells (monocytic MDSCs) increased in irradiated tumors compared with controls. In *Ythdf2*-cKO mice, the level of MDSCs did not increase in irradiated tumors and remained similar to the level in non-irradiated tumors from WT mice (Figure 2G). The level of MDSCs in irradiated tumors from *Ythdf2*-cKO mice was significantly decreased both in absolute number (*P* = 0.0005) and percentage (*P* =0 .0459; Figure 2G) compared with irradiated tumors in WT mice. The results demonstrate that *Ythdf2* deletion in myeloid cells led to a reduction of tumor-infiltrating MDSCs.

To examine whether specific deletion of myeloid *Ythdf2* results in improved immune function of T cells, we first measured the numbers of T cells and observed that both total CD8^+^ T cells and cytotoxic CD8^+^ T cells (IFNγ^+^CD8^+^) were significantly increased in irradiated tumors in *Ythdf2*-cKO mice compared with those of irradiated tumors from WT mice (Figures S2A, S2B). ELISPOT assays measuring the IFN-γ secreting capacity of CD8^+^ T cells sorted from the irradiated tumors in *Ythdf2*-cKO mice consistently showed a significant increase of IFN-γ production (Figures S2C). We also found increased levels of both IFN-γ and tumor necrosis factor (TNF)-α (Figure S2D), representing enhanced cytotoxic function. The antibody-mediated depletion of CD8^+^ T cells completely abrogated the antitumor efficacy of IR in *Ythdf2*-cKO mice (Figure S2E). Considering that conditional knockout of *Ythdf2* did not affect the development of T cells in naive mice (Figures S2F, S2G), our findings indicate that the CD8^+^ T cells are essential for enhanced IR-induced tumor control likely due to decreased MDSCs in *Ythdf2*-cKO mice.

### IR reshapes the composition of MDSC populations in blood and tumors

We aimed to further delineate the effects of YTHDF2 on MDSCs in the context of IR. We first investigated the state of monocytic MDSCs (mMDSC), which are immature myeloid cells, by performing scRNA-seq using CD45^+^CD11b^+^Ly6C^hi^ cells (mMDSC) isolated from blood and MC38 tumors of irradiated mice. To dissect mMDSC heterogeneity, we applied unbiased clustering algorithms and identified 19 distinct cell populations belonging to four broad cell types: monocytes, macrophages, DCs, and neutrophils (Figures 3A and S3A). In blood, IR consistently modulates mMDSC development. For example, C3 (Neutrophil-*Cf3r*) and C5 (Mono-*Hopx*) (labeled blue) were increased in blood after IR; C9 (Mono-*Rsad2*) and C2 (Macro-*Inhba*) (labeled red) were increased in tumors after IR (Figure 3B). Local tumor IR modulates mMDSC development intratumorally and systemically, demonstrating that local IR alters systemic immune responses.

To infer the potential differentiation trajectories, we compiled monocyte and macrophage subsets of mMDSCs derived from blood along a pseudotime axis and observed that the differentiation occurs on a tightly organized trajectory, starting from BC4 cluster, through BC0, BC1, BC2, and ending with the BC6 cluster (Figure 3C). BC6 exhibits cluster-specific expression of *Ccnb2, Birc5, Stmnl, Pclaf, Cdca3, Mki67*, and *Cks1b* (Figure S3B), indicative of highly proliferative activity. In tumors, we also zoomed in monocyte and macrophage subsets and found that cluster TC5 gradually develops into TC9, then TC1; or into TC2, and TC3 (Figure 3D). Notably, the immunosuppressive gene *Arg1* was highly expressed in ten out of thirteen clusters, indicative of a suppressive phenotype (Figure S3C, Table S1). The proportion of TC1 and TC2 cells, annotated by gene expression signature as inflammatory and suppressive mMDSC population, respectively, were increased following IR compared to non-IR condition (Figure 3E). IR also resulted in decrease of several populations in tumor mMDSCs, such as TC0, annotated with high ribosomal activity, and TC3 which exhibits the expression of MHC class-associated genes (*H2-Ab1, H2-Aa, H2-Aa*, and *H2-Eb1*), suggesting that it could be classified as TAM with cross-presentation activity. To investigate the role of IR in the differentiation of mMDSC in blood, we next quantified the pseudotime of each cell subset in irradiated and unirradiated mice. We found that BC0 and BC1 from irradiated mice showed increased pseudotime compared with unirradiated controls (Figure S3D). We also observed significantly increased pseudotime of TC9, TC2 and TC3 from irradiated mice versus unirradiated controls (Figure S3E). Together, our findings reveal that tumor-local IR remodeled the landscape of mMDSC populations, possibly through accelerating mMDSC differentiation, and triggered a suppressive tumor microenvironment.

### YTHDF2 affects mMDSC differentiation in the context of IR

To assess the relationship between YTHDF2 inhibition and mMDSC differentiation and to obtain a full picture of the population change, we queried scRNA-seq data of mMDSCs (all CD45^+^CD11b^+^Ly6C^hi^ cells) from *Ythdf2*-cKO mice. *Ythdf2* knockout led to changes in the proportion of distinct mMDSC-derived subsets in both blood and tumor in irradiated and unirradiated controls, compared with WT mice (Figures 3F and S3F–S3G). First, we conducted the trajectory analysis of mMDSC-derived subsets in blood and observed that, in unirradiated mice, BC4 and BC1 showed increased pseudotime in *Ythdf2*-cKO mice compared with WT (Figure S3H). In irradiated mice, BC2 showed increased pseudotime in *Ythdf2*-cKO mice compared with WT (Figure S3I). Second, we conducted the trajectory analysis of mMDSC-derived subsets in tumor and found that TC5 and TC3 showed a significantly decreased pseudotime in *Ythdf2*-cKO compared with the WT (Figure S3J). TC5 and TC2 showed decreased pseudotime in *Ythdf2*-cKO+IR compared with the WT+IR (Figure S3K). Strikingly, the pattern of cell population changes in “*Ythdf2*-cKO+IR *vs*. WT+IR” is largely opposite to that in “WT+IR *vs*. WT” (Figure 3F), suggesting YTHDF2 plays a key role in MDSC differentiation in response to IR. By establishing a single-cell atlas, we demonstrated that *Ythdf2* knockout alters the mMDSC differentiation and the effects are amplified by IR.

MDSCs migrate from blood to tumor in response to radiotherapy. To depict a continuous picture of mMDSC differentiation, we conducted the trajectory analysis in mMDSCs combining all samples (blood and tumor from WT or *Ythdf2*-cKO +/− IR treatment) (Figures 3G and S3F). We identified C12 as monocyte precursor on the basis of abundant expression of *Ear2*.^59^ The C12 population evolves into C4, and then C7, followed by branching into two separate paths: 1) C15 and 2) from C10, C3, C2, to C9 (Figure 3G). Among them, C12 and C4 mainly reside in blood, and C7 mainly associates with tumor (Figure S3L, Table S2). C15 is classified as an M1-like macrophage, characterized by high levels of *Rsad2* and *Cmpk2* (Figure 3H). C3, C2, and C9 were characterized as polymorphonuclear(PMN)-MDSCs-like cells, consistent with a concept that mMDSCs can differentiate into PMN-MDSCs.^60^ The percentage of C15 (M1-like cells) significantly increased, while C9 (PMN-MDSC-like cells) significantly decreased in IR treated *Ythdf2*-cKO mice *versus* IR treated WT mice (Figure 3I), as further confirmed by flow cytometry analysis (Figure S4A); this data mirrors the tumor growth phenotypes. These modifications of mMDSC-derived clusters resulted in reprogramming of the host immune microenvironment locally and systemically in favor of enhanced anti-tumor immunity in *Ythdf2*-cKO mice in response to IR.

### YTHDF2 controls MDSC migration and suppressive function in the context of IR

Having demonstrated that YTHDF2 affects MDSC differentiation in the context of IR, we next investigated the role of YTHDF2 in IR-induced MDSC migration. *Ythdf2* deletion impaired the migratory capacity of MDSCs as evidenced by a migration assay in which MDSCs in irradiated tumors of *Ythdf2*-cKO mice showed a significantly lower migration compared with that of WT mice (Figure 4A). To further verify this, MC38 tumor fragments from WT or *Ythdf2*-cKO mice (both of which are CD45.2), which contain pre-existing MDSCs, were harvested and inoculated into CD45.1 WT mice. The CD45.1 mice were treated with IR. Three days after IR, there was no significant increase of tumor-infiltrating CD45.1^+^CD11b^+^Ly6C^hi^ (mMDSC) cells post-IR in tumors derived from *Ythdf2*-cKO mice, whereas a significant increase in this population was observed in tumors derived from WT mice post-IR (Figure 4B). Further, we observed consistent changes in chemokine expression in the infiltrating MDSCs (Figure S4B). These results suggest that loss of *Ythdf2* in myeloid cells abrogated IR-induced enhanced chemokine production to attract further infiltration of MDSCs. We also inoculated MC38 tumor fragments grown in CD45.1-WT mice into WT or *Ythdf2*-cKO mice (CD45.2) and found that IR failed to induce the accumulation of tumor-infiltrating CD45.2^+^ MDSCs in *Ythdf2*-cKO mice (Figure 4C), suggesting that *Ythdf2*-cKO MDSCs were less effective in trafficking to the tumor following IR, possibly due to the decrease of certain chemokine receptor expression (Figure S4B). To further demonstrate that the effect of YTHDF2 on MDSC migration is dependent on its m^6^A binding, we force expressed YTHDF2 (*Ythdf2*-WT) and m^6^A-binding-site-mutated YTHDF2 (*Ythdf2*-Mut) in *Ythdf2*-deficient BM-MDSCs (CD45.2) and adoptively transferred these cells into MC38 tumor-bearing CD45.1 mice followed by IR treatment. Three days post-IR, the number of newly-infiltrated CD45.2 MDSCs in tumors were analyzed. Compared to transferred WT-MDSCs, *Ythdf2*-cKO-MDSCs elicited significantly lower migration capacities post-IR (**P**=0.0215). YTHDF2-WT overexpressing *Ythdf2*-cKO-MDSCs rescued the migration (*Ythdf2*-cKO+WT *vs*. WT, *P*=0.7618), whereas YTHDF2-Mut overexpression could not rescue migration (*Ythdf2*-cKO+WT *vs*. *Ythdf2*-cKO+Mut, *P*=0.0433) (Figure 4D). Taken together, our results indicate that deletion of *Ythdf2* in the myeloid compartment leads to defects in both migration capacity and chemoattraction of MDSCs following IR, and the phenotype requires the m^6^A binding capacity of YTHDF2.

For validation of these findings, we performed mRNA-seq using MC38 tumor-infiltrating CD11b^+^ myeloid cells in WT and *Ythdf2*-cKO mice +/− IR. As expected, the GO enrichment analysis indicated that three pathways, including those affecting cell migration, chemokine signaling, and positive regulation of cell migration, were up-regulated in WT+IR versus WT+ctrl, and were down-regulated in *Ythdf2*-cKO+IR versus WT+IR (Figures 4E–4F). These findings support our observation of MDSC migration phenotypes *in vivo*.

In terms of suppressive function, we observed that, in the context of IR, tumor-infiltrating *Ythdf2*-cKO MDSCs exhibited attenuated suppressive function during co-culture with activated naïve CD8^+^ T cells, compared with WT MDSCs (Figure 4G). In pursuing this further, we investigated the expression levels of proteins produced by MDSCs that mediate immune suppression. IR significantly induced IL-10 production and *Arg1* expression in tumors in WT mice compared with *Ythdf2*-cKO mice (Figures S4B–S4C). Taken together, these results reveal that *Ythdf2* knockout impairs both MDSC migration and suppressive functions, which may be critical to the enhanced antitumor effect of IR observed in *Ythddf*-cKO.

### NF-κB/RELA mediates radiation-induced YTHDF2 expression in MDSCs

We sought to investigate the potential mechanisms involved in radiation induction of YTHDF2 in MDSCs. First, we performed functional enrichment analysis with genes differentially expressed in “monocytic MDSC_*Lydc2*” (P01 population, Figure 1A) following IR treatment, and found that genes of the NF-kappa B (NF-κB) signaling pathway are enriched in this population post-IR (Figure S4D). These data are consistent with previous findings that IR activates NF-κB.^61–63^ Further investigation of the relationship between NF-κB and YTHDF2 revealed that the level of nuclear RELA is increased after IR (Figure S4E). YTHDF2 expression was not induced by IR in MDSCs deficient of *Nfkb1* (Figure S4E), demonstrating that NFKB1 is required for IR induction of YTHDF2. NFKB1 is an important component in NF-κB signaling by forming a RELA/NFKB1 heterodimer required for RELA nuclear translocation.^64^ We next analyzed a public dataset of RELA chromatin immunoprecipitation sequencing (ChIP-seq) conducted in mouse bone marrow-derived macrophages and found the predicted direct binding between RELA and the *Ythdf2* promoter region (Figure S4F). To verify this finding, we performed ChIP coupled with quantitative PCR (ChIP-qPCR) analysis using bone marrow-derived CD11b^+^Ly6C^+^ cells. The results revealed that RELA indeed directly binds to the *Ythdf2* promoter region (~1.0-2.0 kb proximal to the transcription start site) (Figure S4G). Collectively, these findings indicate that IR upregulates YTHDF2 expression via the NF-κB/RELA signaling pathway.

### IR-induced YTHDF2 enhances NF-kB signaling by promoting m^6^A-modified RNA degradation

To investigate the molecular mechanisms of YTHDF2 function in MDSCs in the context of IR, we reanalyzed the mRNA-seq of MC38 tumor-infiltrating CD11b^+^ myeloid cells in *Ythdf2*-cKO mice with IR or unirradiated controls. We analyzed the gene expression profiles and found that knockout of *Ythdf2* abolished the transcriptional changes induced by IR alone (Figure 5A). We focused on the differentially expressed genes, comparing IR versus non-IR in WT mice and IR versus non-IR in *Ythdf2*-cKO mice (Figure 5B) to perform gene enrichment analysis. We found an enrichment of the “negative regulation of inflammatory response” pathway in *Ythdf2*-cKO+IR (Figure S5A), containing five genes (*Tnfaip8l2*, *Socs3, Smpdl3b*, *Metrnl* and *Adrb2*) which have been reported as negative regulators for NF-κB signaling,^65–69^ which facilitates MDSC migration and chemokine/cytokine regulation.^70^ Thus our data indicate that IR induces YTHDF2 via NF-κB, and the elevated YTHDF2 levels may in turn enhance NF-κB signaling in MDSCs, thus forming an IR-YTHDF2-NF-κB circuit.

To test this hypothesis, we sought to characterize the downstream direct targets of YTHDF2 by performing *N*^6^-methyladenosine-sequencing RNA immunoprecipitation followed by high-throughput sequencing (MeRIP-seq) and RNA immunoprecipitation sequencing (RIP-seq). 

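For the RIP-seq, CD11b+ myeloid cells, the fraction that holds the MDSCs, were sorted from MC38 tumors (a mouse colon carcinoma line) of WT mice that were unirradiated (Ctrl) or had received 20 Gy of local IR 3 days before. Each condition had 3 pools of cells from 5 mice each, which the paper calls technical replicates. Part of every lysate was kept as Input, a measure of transcript abundance, and the rest was incubated with an anti-YTHDF2 antibody to recover the RNA held by YTHDF2 (IP), which gave 12 libraries. The paper's methods name an Aviva antibody and a total RNA library kit, whereas the sample records name an Abcam antibody and mRNA. The authors aligned the reads to mm10 and counted them on GENCODE genes with HTSeq, and the counts of 54446 genes per library were used without their normalization. In the Ctrl Inputs, 34445784 to 40008607 reads were counted on genes (median 38170466), and in the IR Inputs 37940948 to 42382532 (median 41027348). The IP libraries were shallower on genes, with 28919897 to 33882664 reads in Ctrl (median 32715029) and 27852948 to 30244160 in IR (median 29243633). The smallest level taken as detectable, 3 counts, was worth 0.0708 CPM in the deepest library and 0.108 CPM in the shallowest.

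Of the uniquely aligned reads, 27.0% ± 0.026 (SD, n = 3) fell on no gene in the Ctrl Inputs and 24.7% ± 0.065 (SD, n = 3) in the IR Inputs. The share was 42.3% ± 0.46 (SD, n = 3) in the Ctrl IPs and 51.4% ± 2.43 (SD, n = 3) in the IR IPs. The long noncoding RNA *Malat1* (chromosome 19, 5795690 to 5802672, mm10) took 6.24% ± 0.13 (SD, n = 3) of the counts in the Ctrl IPs and 2.21% ± 0.10 in the Ctrl Inputs. *Gm23935*, annotated as a microRNA on chromosome 16 from 11144125 to 11144181, took 3.86% ± 0.11 (SD, n = 3) of the counts in the Ctrl Inputs and 0.562% ± 0.022 in the IR Inputs. For the mitochondrial rRNA *mt-Rnr2* these shares were 2.07% ± 0.070 and 0.598% ± 0.011 (SD, n = 3). Each pool was counted as 1 sample. Replicates of every group differed by more than counting noise, which separate library preparation alone can give, so this does not show that the pools are independent. The variance-to-mean ratio of their counts was 3.59 to 6.27 between pairs of Ctrl Inputs, 4.04 to 5.59 between IR Inputs, 8.83 to 9.96 between Ctrl IPs and 17.2 to 21.5 between IR IPs. Genes with at least 10 counts in at least 3 libraries of a comparison were tested, the filter the paper states, with edgeR's quasi-likelihood test after TMM normalization in place of the DESeq2 test named in the paper's methods. A gene was called a YTHDF2 target when its IP was above the Input of the same condition at an adjusted p-value under 0.05. Binding intensity was taken as log2(IP/Input), and its change with IR as the interaction of IP with IR over all 12 libraries.

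**Figure D1:**
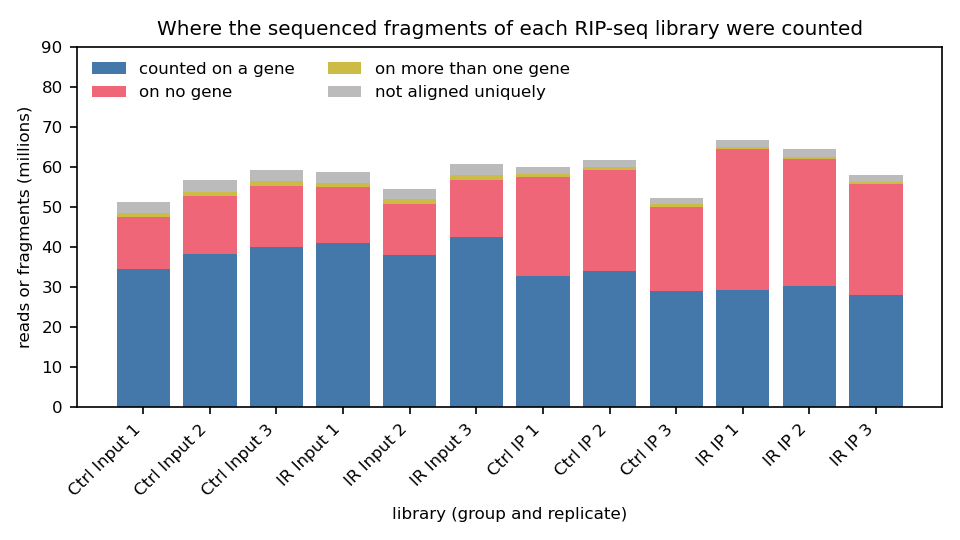
Stacked bars give, for each of the 12 RIP-seq libraries on the horizontal axis, the number of reads or fragments (vertical axis) that were counted on a gene, on no gene, on more than 1 gene, or not aligned uniquely. The part on no gene is larger in the IP libraries (42.3% of uniquely aligned reads in Ctrl and 51.4% in IR on average) than in the Inputs (27.0% and 24.7%).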

We observed that a majority of m^6^A-marked genes were down-regulated after IR treatment (1351 down-regulated genes versus 448 up-regulated genes) (Figure 5C) and *Ythdf2* deletion reversed this suppression (Figures 5D and S5B). Furthermore, with YTHDF2 expression being elevated by IR, the number of YTHDF2-bound transcripts increased accordingly (Figures 5E and S5C–S5D), suggesting that increased YTHDF2 binding post IR mediated the decrease of mRNA abundance.

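In Ctrl, 5943 of 17416 tested genes were called YTHDF2 targets and 6019 genes were lower in IP than in Input. In IR, 5994 of 18650 tested genes were called targets and 5678 were lower in IP. The difference in number of targets, IR minus Ctrl, was thus 51. This difference of counts has no test of its own, and it moved most when libraries were scaled by library size only, which gave 1695 more targets in IR (5067 in Ctrl and 6762 in IR). With each replicate left out in turn it changed its sign, to between -863 and -778. With the pool as a replicate block, so that IP and Input of a lysate were paired, there were 5695 targets in Ctrl and 5580 in IR, a difference of -115. Of these, 5682 and 5540 were also called without the block, and IP and Input with the same number did not deviate together (mean correlation across genes of -0.0033 in Ctrl and -0.018 in IR).

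The change of binding between conditions was tested directly over 20720 genes. Binding intensity was higher in IR at 1301 genes and lower at 2881, so that 31.1% of the changed genes were higher. The replicate block gave 1134 higher and 2766 lower genes. With library size only, 2862 genes were higher and 877 lower (76.5% higher), and the median change of all genes moved up by 0.31 on the log2 scale. With at least 2-fold changes, 589 genes were higher and 270 lower.

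*Ythdf2* itself (chromosome 4, 132184912 to 132212303) was present at 59.1 ± 0.62 CPM (SD, n = 3) in the Ctrl Inputs and at 52.5 ± 3.91 CPM in the IR Inputs. Its log2 fold change in the Input was -0.25 (standard error 0.052, adjusted p = 2.97e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 12 libraries in one fit it was -0.17 and not past the threshold. In that fit 2621 of 20720 tested genes were higher and 1500 lower in the IR Input. With the Inputs tested on their own, 3557 of 16914 genes were higher and 4047 were lower in IR. Among the 4350 IR targets tested there, 1188 (27.3%) were lower and 979 (22.5%) higher, against 22.8% lower and 20.5% higher among the other genes. The median Input change of IR targets was -0.0069 and that of the other genes 0.011, a difference of -0.018 on the log2 scale against an SD of 0.011 between libraries. It was lower than all but 0.17% of 10000 random gene lists of the same size matched on mean expression, which describes these libraries only. Computed per pool, the difference had a two-sided exact permutation p of 0.1, the smallest that 3 pools against 3 allow. The Input enters both the target call and the Input change. When targets were called from a pair of replicates and the Input change was measured in the remaining one, the difference was -0.0041, 0.0062 and 0.012. For targets called in Ctrl the difference from other genes was 0.12. From a larger number of YTHDF2-bound transcripts beside the elevated YTHDF2 and the fall of m6A-marked transcripts after IR, the paper proposes that increased binding mediated the decrease of mRNA abundance. It also reports that *Ythdf2* deletion reversed this fall, and that *Metrnl* and *Smpdl3b* transcripts lasted longer in *Ythdf2*-cKO cells. The targets compared in the Input here were not restricted to m6A-marked genes.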

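*Metrnl* (ENSMUSG00000039208.15) lies on chromosome 11 of mm10 from 121701544 to 121716306, with 4 exons. It had 41.7 ± 4.65 CPM in the Ctrl Inputs, 53.3 ± 1.20 in the IR Inputs, 211 ± 9.96 in the Ctrl IPs and 181 ± 10.1 in the IR IPs (SD, n = 3 pools each). The log2 fold change of IP over Input was 2.46 in Ctrl (standard error 0.067, adjusted p = 1.57e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.89 in IR (standard error 0.063, adjusted p = 8.53e-10). *Smpdl3b* (ENSMUSG00000028885.8, chromosome 4, 132732966 to 132757252, 8 exons) had 21.8 ± 1.12 CPM in the Ctrl Inputs, 20.6 ± 1.73 in the IR Inputs, 89.2 ± 8.67 in the Ctrl IPs and 49.0 ± 2.74 in the IR IPs (SD, n = 3). IP was above Input by 2.16 on the log2 scale in Ctrl (standard error 0.081, adjusted p = 1.17e-13, edgeR) and by 1.37 in IR (standard error 0.10, adjusted p = 6.87e-07). In every pool of both conditions the IP of *Metrnl* and of *Smpdl3b* was above the Input of the same number, and no other annotated gene overlaps their exons. Both remained targets in both conditions under 13 alternatives to the processing.

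*Metrnl* and *Smpdl3b* had a lower binding intensity in IR than in Ctrl. The change was -0.55 on the log2 scale for *Metrnl* (standard error 0.098, adjusted p = 3.34e-04, edgeR) and -0.76 for *Smpdl3b* (standard error 0.13, adjusted p = 2.22e-04). With the replicate block these values were -0.56 and -0.76, the correlation of same-numbered IP and Input being -0.0033 in Ctrl and -0.018 in IR. The change was still negative with library size only, at -0.24 for *Metrnl*, which was then not past the threshold, and at -0.45 for *Smpdl3b*, which was. In the Input, *Metrnl* was higher in IR by 0.27 on the log2 scale (adjusted p = 4.89e-04, edgeR), while *Smpdl3b* changed by -0.16 (adjusted p = 0.119). In the IP, *Metrnl* changed by -0.19 (adjusted p = 0.0621) and *Smpdl3b* by -0.83 (adjusted p = 1.33e-05). The IP change of *Metrnl* was past the threshold with DESeq2 (-0.18), with no filter on low counts (-0.22), with all 12 libraries in one fit (-0.20) and with the replicate block (-0.19), and was 0.018 under library size only.

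**Figure D2:**
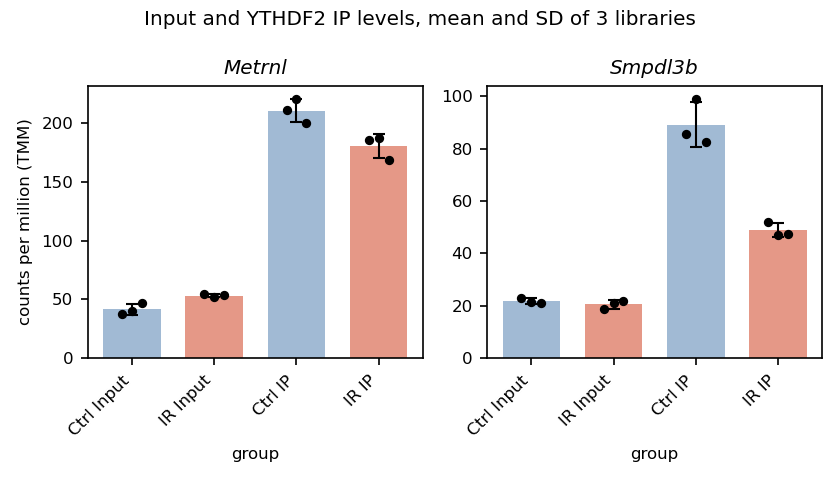
Bars give the mean normalized level in CPM (vertical axis) of *Metrnl* and *Smpdl3b* in the Ctrl Input, IR Input, Ctrl IP and IR IP groups (horizontal axis), with points for the 3 libraries and error bars for the SD. The IP bars stand above the Input bars of the same condition in each panel, and the IR IP bar of *Smpdl3b* (49.0 CPM) is below its Ctrl IP bar (89.2 CPM).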

Close investigation of the above-mentioned genes as negative regulators of NF-κB signaling revealed three genes (*Adrb2, Metrnl*, and *Smpdl3b*) are m^6^A marked and targeted by YTHDF2 (Figures 5F and S5E–S5F). Additionally, their transcript half times were increased in *Ythdf2*-cKO (Figure S5G), consistent with the known function of YTHDF2 in promoting mRNA degradation. We hypothesized that, in the context of IR, *Ythdf2* enhances NF-κB signaling through reducing the expression of *Adrb2, Metrnl*, or *Smpdl3b*. To test this, we generated BM-MDSCs with all 3 genes knocked down (3xKD) (Figure S5H) and conducted western blot assay for NF-κB signaling. We observed increased levels of IκBα phosphorylation and nuclear localization of RELA in knockdown MDSCs (Figure S5I). Moreover, IκBα phosphorylation inhibitor (BAY 11-7082)^71^ treatment prevented this increase(Figure S5I). These results indicate that the m^6^A/YTHDF2 axis regulates NF-κB signaling in MDSCs by targeting negative regulators of the NF-κB pathway.

To assess whether the IR-YTHDF2-NF-κB axis contributes to MDSC migration or function, we employed *Ccr2*-KO mice in which the radiation-induced MDSC infiltration into tumors is markedly decreased^26^. We adoptively transferred 3xKD-MDSCs into MC38 tumor-bearing *Ccr2*-KO mice and observed that compared with the transferred WT-MDSCs, 3xKD-MDSCs elicited significantly higher migration capacities post-IR (Figure S5J). *In vitro* migration assays of 3xKD-MDSCs also showed similar results (Figure S5K). To further confirm the involvement of YTHDF2 in radiation-induced MDSC infiltration, we performed the aforementioned transfer experiment using 3xKD-*Ythdf2*-cKO-MDSCs. As expected, three days after IR, the level of infiltrating MDSCs (CCR2^+^CD11b^+^Ly6C^hi^) was restored to a level similar to 3xKD-MDSCs transfer (Figure S5L). Functionally, we observed consistent changes in the expression of genes associated with migration and function of MDSCs, including *Ccl2*, *Ccl5, Cxcl16, Ccr7*, and *Il10* (Figure S5M). Collectively, these data demonstrate that the enhanced migration and function of MDSCs induced by IR rely on the expression of YTHDF2, most likely via enhanced activation of the NF-κB pathway. Together with the previous finding that IR-mediated YTHDF2 induction relies upon NF-κB activation, we propose that an YTHDF2-NF-κB positive feedback loop governs migration and suppression of MDSCs and tumor extrinsic radioresistance.

### Pharmacological inhibition of YTHDF2 enhances responses to radiotherapy and immunotherapy

To demonstrate that enhanced efficacy of RT by YTHDF2 deficiency can be translated into a clinically relevant strategy, we screened an in-house compound library with fluorescence polarization based high-throughput screening assays and found a small molecule, DC-Y13, as an inhibitor of YTHDF2. DC-Y13 inhibits YTHDF2 binding to m^6^A-containing RNA with an IC_50_ of 74.6 ± 1.9 μM measured via AlphaScreen assay (Figure S6A). To improve its inhibitory activity, we designed and synthesized DC-Y13-27, a derivative of DC-Y13, of which IC_50_ was determined to be 21.8 ± 1.8 μM (Figure S6A). To further assess the capacity of DC-Y13-27 binding to YTHDF2, we conducted a microscale thermophoresis assay and confirmed that DC-Y13-27 binds to YTHDF2 with a binding constant (KD) of 37.9 ± 4.3 μM (Figure S6B). We further confirmed the specific binding using surface plasmon resonance (SPR) assay (Figure S6C). Using the mRNA level of a direct binding target of YTHDF2 (*PRR5*)^72^ as readout, we further validated that DC-Y13-27 increased transcript level of YTHDF2 target at a similar level as that in *YTHDF2* knockdown (Figure S6D). We next explored the inhibitory activity of DC-Y13-27 against YTHDF1, another member of the YT521-B homology (YTH) domain-containing proteins family to evaluate its selectivity. DC-Y13-27 obstructs the interaction between YTHDF1 and m^6^A with an IC_50_ of 165.2 ± 7.7 μM, as shown in Figure S6E. Biologically, the inhibitor did not inhibit the expression of LRPAP1, a reported YTHDF1 target^73^ (Figure S6F), suggesting that DC-Y13-27 exhibits a preference for inhibiting YTHDF2 binding to m^6^A-modified RNA.

To investigate whether inhibition of YTHDF2 improves the response to IR at a similar level as *Ythdf2* genetic deletion, we first confirmed that the inhibitor was able to inhibit NF-κB activation (Figure S6G). Tumor-bearing mice were treated daily with the proof-of-principle compound DC-Y13-27 starting on the day of IR treatment. Consistent with results obtained in *Ythdf2*-cKO, DC-Y13-27 treatment alone did not inhibit tumor growth in either the MC38 or B16 murine models. However, when combined with IR treatment, DC-Y13-27 treatment significantly enhanced tumor growth inhibition of IR compared with IR alone (Figures 6A–6B). We also investigated whether DC-Y13-27 can further increase efficacy of IR and anti-PD-L1 treatment using the MC38 model. Compared with any single treatment group, combination treatment with DC-Y13-27 and anti-PD-L1 resulted in significantly slower growth of MC38 tumors, and the triple therapy of DC-Y13-27, IR, and anti-PD-L1 gave rise to the most robust antitumor effects (Figure 6C).

To interrogate the underlying immunological mechanisms, we profiled the tumor-infiltrating immune cells in MC38 tumors following DC-Y13-27 treatment by flow cytometry. We observed that IR failed to increase infiltration of CD11b^+^Ly6C^hi^ cell in tumors with DC-Y13-27 treatment, whereas a 2-fold increase was observed following IR alone (Figure 6D). This is consistent with our aforementioned findings in irradiated *Ythdf2*-cKO mice. Given the critical roles of MDSCs in determining T-cell infiltration and function, we examined the CD8^+^ T-cell populations in tumors five days after IR and DC-Y13-27 treatment. The total numbers of both CD8^+^ T cells and IFNγ CD8^+^ T cells were increased in tumors receiving the combination treatment (Figures 6E and S6H). This was also evidenced by the abolished antitumor efficacy of DC-Y13-27 plus IR in *Rag1* knockout mice (Figure S6I). The results demonstrate that the antitumor effect of the combination treatment with YTHDF2 inhibition and IR relies on adaptive immunity and is similar to that observed in *Ythdf2* deleted mice.

## Discussion

Here we report that the genetic and proof-of-principle pharmacologic blockade of the m^6^A reader YTHDF2 improves local radiotherapy and combined radio-immunotherapy effects by reshaping the MDSC compartment, and inhibiting MDSC migration and suppressive functions. YTHDF2 was rapidly induced via IR-activated NF-κB/RELA, suggesting that YTHDF2 may play a critical role in the response to radiation-induced stress. Our study delineates a previously unknown link between IR stress and RNA m^6^A modification. YTHDF2 triggers degradation of transcripts encoding the negative regulators of IκBα, leading to enhanced NF-κB signaling, resulting in a positive feedback loop to sustain YTHDF2 expression. The IR-YTHDF2-NF-κB circuit in MDSCs represents a previously unrecognized mechanism of extrinsic radioresistance.

Through the use of single cell RNA-sequencing, we are able to describe the murine colon tumor (MC38)-infiltrating immune cell atlas in the context of IR and also provide a reference map of differentiating and mature myeloid transcriptional states in the context of ablative IR (20 Gy). Based on the trajectory and functional gene enrichment analysis, myeloid cells differentiate/mature into distinct subpopulations as a response to radiation stress and these likely exert different functions compared with myeloid cells in a steady state. Following IR, *Ythdf2* knockout affects the differentiation in both tumors and blood and thereby confers a unique mMDSC landscape. Considered together, our data suggest that the IR-YTHDF2 axis plays a critical role in regulating mMDSC differentiation. We acknowledge that without in-depth lineage studies, we cannot confirm the changes in development/differentiation trajectory of mMDSC in blood and tumor in relation to YTHDF2 status and radiation. Elucidation of the exact function of myeloid subpopulations and the molecular bases of heterogeneity varied in different cancer types responding to different treatments would require future investigations.

Our finding that NF-κB signaling in MDSCs is controlled in a positive feedback loop by YTHDF2, provides a fresh link between RNA m^6^A modification (YTHDF2 reader protein) and NF-κB signaling in specific immune cell populations. The RNA-seq and m^6^A target analyses provide the clues regarding the roles of YTHDF2 and NF-κB signaling in the regulation of MDSC migration and suppressive functions. The three YTHDF2 direct targets identified in this study serve as negative regulators of NF-κB signaling and may play additional roles in related biological processes.^65,74,75^ We cannot rule out the possibility that these three proteins may target additional signaling involved in the regulation of MDSC suppressive functions. We showed here that NF-κB plays a central role in the YTHDF2-regulated MDSC function, however, other signaling pathways, such as TNF signaling, may also contribute to our observed phenotypes. We demonstrated that IL-10 was upregulated by IR in an YTHDF2-NF-κB dependent manner in MDSCs. The induced IL-10 might in turn affect NF-κB signaling since it has been shown to inhibit NF-κB activity in monocytes.^76^ We hypothesize that IL-10 may act in a negative feedback loop to regulate NF-κB in an YTHDF2 dependent manner, as a part of intricate network of biological responses to inflammation. The function and roles of YTHDF2 need to be further explored in other types of immune cells and/or in the context of distinct conditions.

Considering that YTHDF2 is expressed in most immune cells at different levels, we speculate that YTHDF2 may affect functions of these different immune cells and YTHDF2 depletion in different immune cell types may impact host tumor immune response differently. For this reason, we cannot rule out the possibility that the improved antitumor effects of YTHDF2 inhibitor with radiotherapy or immunotherapy might be due to its action in other types of immune cells. Our results provide proof-of-principle preclinical evidence that YTHDF2 inhibition with a selective small molecule inhibitor in a whole-animal setting notably improves the antitumor efficacy of radiotherapy, anti-PD-L1 immunotherapy or the combination. Therefore, the pharmacological inhibition of YTHDF2 *in vivo* could potentially complement and synergize with many existing cancer therapies to overcome immunosuppression and enhance treatment efficacy and patient response rates. We concede that DC-Y13-27 is a tool compound that only showing high selectivity, which is similar to one published m^6^A-assosicated inhibitor (METTL13 inhibitor, STM2457)^77^. We wish to develop more potent inhibitors for clinical translation in the future.

Genetic YTHDF2 depletion not only enhances the local anti-tumor effects of radiation but also suppresses distant metastasis that may occur through radiation induced MDSC mobilization. The clinical importance of these observations is significant; ablation of YTHDF2 activity could be an ideal strategy of enhancing the effects of local radiotherapy as well as suppression of distant metastasis. Radiation-induced YTHDF2 expression may also explain the failure to induce a consistent abscopal effect—a rare phenomenon involving antitumor effect on distant metastasis following irradiation of a single lesion—as well as the failure to improve survival in many radiotherapy/checkpoint inhibitor trials. YTHDF2 blockade presents a potential paradigm shift in radiosensitization, in that not only are the antitumor effects of radiotherapy enhanced in treated tumors, but also that local radiation can be modified to suppress induction of distant metastasis.

### Limitations of study

First, without in-depth lineage studies, we cannot rule out the possibility that *Ythdf2* knockout in Lyz2 expressing cells may also affect macrophage differentiation and thereby reshape the tumor microenvironment and response to radiation. The exact function of mMDSC-derived subpopulations as well as subtypes of macrophages would require future investigations. Second, the YTHDF2 targets in myeloid cells identified in our work in the context of IR may be restricted to the specific stress condition, or limited by the identification techniques we employed. For instance, IL-10 could be regulated by IR-YTHDF2-NF-κB axis, and might in turn affect NF-κB signaling. The interaction between IL-10 and NF-κB pathway, especially in response to YTHDF2, requires detailed future mechanistic investigation. Third, we designed and synthesized the YTHDF2 inhibitor for our preclinical experiments. We used the current small molecule as a proof-of-principle tool compound to demonstrate antitumor efficacy, when combined with IR, in murine cancer models. Off-target effects may exist and the inhibitor could be further improved in the future. Fourth, although our analysis of the MDSCs and YTHDF2 levels pre- vs. post-RT in patient PBMC is consistent with our conclusions, sample sizes in each trial are relatively small. Further testing with additional clinical samples may provide further support. In spite of these limitations, YTHDF2 inhibition/blockade as a checkpoint inhibitor has the potential to improve radiotherapy or immunotherapy.

## STAR METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Ralph R Weichselbaum ().

#### Materials availability

Request regarding YTHDF2 inhibitor should be addressed to Ralph R Weichselbaum (), Chuan He (), and Cheng Luo ().

#### Data availability

The scRNA-seq, RIP-seq, and m^6^A-seq datasets have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE206387. All deposited data are publicly available as of the date of publication. This study analyzes existing, publicly available ChIP-seq data and the accession number for the dataset is listed in the key resources table.

This paper does not report original code.

Any additional information required to reanalyze the data reported in this paper is available upon request to the lead contact.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Cells

MC38 and B16 were purchased from ATCC and were maintained according to the method of characterization used by ATCC. LLC cells were obtained from American Type Culture Collection (CRL-1642). B16-OVA were selected as single clones with 5 μg/ml puromycin (InvivoGen) after stable infection with lentivirus-expressing OVA protein. Cells were grown in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) containing 10% heat-inactivated fetal bovine serum (FBS, Gemini), Penicillin (100U/mL)/Streptomycin (100ug/mL, Gibco), and were maintained in a humidified incubator with 5% CO_2_ at 37°C.

#### Mice

All mice were housed and used according to the animal experimental guidelines set by the Institute of Animal Care and Use Committee of The University of Chicago. All animals were maintained in pathogen-free conditions and cared for in accordance with the International Association for Assessment and Accreditation of Laboratory Animal Care policies and certification. *Ythdf2*^flox/flox^ mice were generated using CRISPR-Cas9 technology as described.^79^ *Lyz*^Cre^ mice, *Cd45.1* mice, *Ccr2*^−/−^ mice, *Nfkb1*^−/−^ mice and *Rag1*^−/−^ mice were purchased from The Jackson Laboratory. Male and female mice aged eight to ten weeks were used in the experiments.

#### Patient sample

Patient samples (PBMCs) were obtained from patients treated at the University of Chicago enrolled in the trials NCT02608385^56^ and NCT03223155^57^. Pembro-SBRT study (NCT02608385) and COSINR study (NCT03223155): The studies and amendments were approved by the University of Chicago Biological Sciences Division institutional review board (IRB15-1130 and IRB17-0547, respectively). The studies complied with all ethical regulations and all patients provided written informed consent.

### METHOD DETAILS

#### Tumor growth and treatment

MC38, LLC, B16 or B16-OVA tumor cells were subcutaneously (s.c.) injected in the right flank of mice. For tumor fragment model, MC38 tumors were excised and cut off into fragments, and implanted subcutaneously into recipient mice. Mice were pooled and randomly divided into different groups when the tumor reached a volume of approximately 100 mm^3^ (L × W × H×0.5). The mice were treated with 20 Gy of tumor-localized radiation (one dose) or sham treatment. For anti–PD-L1 treatment experiments, 200 μg of the anti–PD-L1 antibody were injected intraperitoneally twice each week for a total of four times. For YTHDF2 inhibitor treatment, 9 μg of the inhibitor were intravenously injected every day. Tumors were measured twice one week for 3-4 weeks. Animals were euthanized when the tumor volume reached 2, 000 mm^3^ or the diameter of tumor reached 1.5 cm (according to the IACUC protocol). For CD8^+^ T cell depletion experiments, 200 μg of anti-CD8α antibody were delivered by intraperitoneal injection, start from one day before other treatments (twice a week).

#### Flow cytometry

For flow cytometric analysis, tumors, lymph nodes, spleens or blood were collected from mice. The collected tumors tissues were cut into small pieces and were digested with 1 mg/ml collagenase type I or IV (Fisher) and 200 μg/ml DNaseI (Sigma-Aldrich) at 37°C for 60 min to generate the single-cell suspensions. Cells from spleens or lymph nodes were isolated by grinding the tissues through 70 μm filters. Samples were then filtered through a 70 μm cell strainer and washed twice with staining buffer (PBS supplemented with 2% FBS and 0.5 mM EDTA). The cells were re-suspended in staining buffer and were blocked with anti-FcR (2.4G2, BioXcell). Subsequently, the cells were stained with 200-fold diluted fluorescence-labeled antibodies for 30 min at 4°C in the dark and then detected by flow cytometry with a BD Fortessa (BD). For intracellular staining, cells were first permeabilized using a Fixation and Permeabilization Kit (BD) and then stained with appropriate antibodies. Analysis of flow cytometry data was performed using FlowJo V10.

For intracellular staining of YTHDF2, the tumor infiltrating cells were first fixed with Fixation Buffer (BD) for 60 min on ice, and then washed twice with diluted Permeabilization Buffer (BD). Then anti-mouse YTHDF2 antibody (Abcam, ab220163) were added and incubated at 4°C overnight, followed by adding the Alexa Flour 647 goat anti-rabbit IgG (Life technologies) and staining for 60 min.

#### ELISPOT assay

For CD8^+^ T cell functional assay, CD8^+^ T cells were isolated from MC38-OVA tumors, seven days after IR. 2-4 × 10^5^ CD8^+^ T cells were re-stimulated with/without 1 μg/ml SIINFEKEL. After 48-72 hr incubation, the cells were removed. Alternatively, CD11c^+^ DCs were sorted from naïve mice and co-cultured with irradiated tumor cells for 6 hr; then DCs were purified and co-cultured with isolated CD8^+^ T cells for another 48-72 hr. The cytokine spots of IFN-γ were detected with an IFN-γ ELISPOT assay kit according to product protocol. IFN-γ spots were developed according to the manufacturer’s instructions (BD) and calculate by ELISPOT Reader.

#### ELISA

For IL-10 ELISA assay, tumor tissues were collected three days after IR from tumor-bearing WT or *Ythdf2*-cKO mice and were homogenized in PBS with protease inhibitor (1:100). The concentration of IL-10 was measured with an IL-10 Mouse ELISA Kit (Abcam) in accordance with the manufacturer’s instruction.

#### Cytokine detection

For IFN-γ and TNF-α detection, MC38 tumors were collected from WT or *Ythdf2*-cKO mice three days after IR. Tumor tissues were homogenized in PBS with protease inhibitor (1:100), and then centrifuged at 12, 000 rpm for 10 min to collect the supernatant. The supernatant was used to detect the cytokines with LEGENDplex^™^ Mouse Inflammation Panel (13-plex) with V-bottom Plate kit (BioLegend). The samples were detected by flow cytometry with a BD Fortessa (BD). The obtained flow data was analyzed with LEGENDplex software (v8.0, BioLegend).

#### BM-MDSCs induction and isolation

Bone marrow was obtained from wild type, WT or *Ythdf2*-cKO mice and was used to prepare single cell suspension. The cell suspension was called fresh bone marrow cells. The cells were cultured in RPIM-1640 medium containing 10% FBS and 20 ng/ml Recombinant Mouse GM-CSF carrier-free (BioLegend). Fresh medium supplemented with GM-CSF was added on day 3. On day 4, the bone marrow-derived MDSCs (BM-MDSCs) were obtained from fresh bone marrow cells followed with MDSCs isolation using EasySep Selection kits (STEMCELL Technologies).

#### MDSC suppression assay

Murine MDSCs purified from tumors or bone marrow derived MDSCs were performed for the suppression assay. CD8^+^ T cells isolated from the spleen of naïve mice by using EasySep^™^ Mouse CD8^+^ T Cell Isolation Kit (STEMCELL) according to manufacturer’s instructions and then stained with CellTrace CFSE (Invitrogen). The CD8^+^ T cells were cultured with anti-CD3/anti-CD28 beads and were co-cultured with MDSCs at a ratio of 4:1. The CD8^+^ T cells proliferation was analyzed by flow cytometry.

#### Knockdown in BM-MDSCs

SiRNA targeting mouse *Adrb2*, *Metrnl*, or *Smpdl3b* respectively was transfected into bone marrow derived MDSCs by TransIT-TKO^®^ Transfection Reagent (Mirus) according to manufacturer’s protocol. The sequences of siRNA are mouse *Adrb2*: 5’-UAA CAA UCG AUA GCU UUC Utg-3’; mouse *Metrnl*: 5’-UUG AAA GUC ACU AAA GCG Ugg-3’; mouse *Smpdl3b* 5’-UUU GGA UAG GGU GUA GUU Ggg-3’. One-two days after the transfection, the cells were collected. The knockdown efficiency was detected by qPCR.

#### Transwell migration assay

We used 6-well or 24-well transwell plates with 8 μm inserts in polyethylene terephthalate track-etched membranes (Corning). The purified MDSCs from tumors or bone marrow derived cells (5.0×10^6^ cells/insert for 6-well; 1.5×10^6^ cells/insert for 24-well) in serum-free medium were added into the upper compartment of the chamber. The inserts were placed in plates with complete DMEM medium. After incubating overnight, insert membranes were washed with PBS, fixed with 70% methanol for 10 min, and stained with 0.05% crystal violet to detect the migrated cells. An inverted microscope was used for counting.

#### RNA stability assay

MDSCs were sorted from spleen in WT or *Ythdf2*-cKO mice and were seeded in 24-well plates at 50% confluency. 5 μg/mL of Actinomycin D (Sigma-Aldrich) was added. After 0, 0.5, 1, 3, and 6 hours of incubation, cells were collected. The total RNA was purified by RNeasy kit with an additional DNase-I digestion step on the column. RNA quantities were determined using RT-qPCR analysis.

#### Forced expression of YTHDF2 in MDSCs

The cloned *Ythdf2* cDNA with K416A, R527A, W432A, and W486A mutation, which has been proved to significantly decrease the m^6^A binding affinity^80^, were synthesized and cloned into the lentiviral expression vector pLVX-ZsGreen-N1 to generate pLVX-ZsGreen-N1-YTHDF2-Mut (GenScript). The constructed vectors were packaged by co-transfection of 293X cells with two lentiviral helper plasmids pVSVG and pVPR. Virus-containing conditioned medium was harvested 48 h after transfection, filtered, and used to infect BM-MDSCs in the presence of 8 μg/mL polybrene. Infected cells were selected with 2 μg/mL puromycin.

#### RIP-seq

The tumor infiltrated CD11b^+^ myeloid cells were sorted using the EasySep Selection kits (STEMCELL Technologies) from five pooled wild-type (*Ythdf2*^f/f^) mice three days after IR per technical replicate (total three technical replicates). The purified cells were washed with cold PBS and the cell pellet was re-suspended with three packed cell volume of lysis buffer (150 mM KCl, 10 mM HEPES pH 7.5, 2 mM EDTA, 0.5% NP-40, 0.5 mM dithiothreitol (DTT), 1:100 protease inhibitor cocktail, 400 U/ml RNase inhibitor), pipetted up and down several times and incubated on ice for 30 min, and treated with ultrasonic for 1 min. The lysate was centrifuged for 30 min at 1, 4000 rpm (4 °C) to clear the lysate. One-tenth volume of cell lysate was saved as input and mixed with Trizol to extract the total RNA. The rest of the cell lysate was incubated with 20 μg anti-YTHDF2 rabbit polyclonal antibody (Aviva systems biology) at 4 °C overnight with gentle rotation. 200 μL protein G beads were thrice washed with binding buffer, and incubated with cell lysate-antibody mixture at 4 °C for at least 4 h. Then, the protein G beads were collected with magnetic stand, thrice washed with binding buffer, and mixed with Trizol for RNA extraction and saved as IP. Subsequently, the RNA library for sequencing was constructed using SMARTer^®^ Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Takara Bio).

#### RIP-qPCR analysis

RIP for YTHDF2 was performed using 20 μg anti-YTHDF2 rabbit polyclonal antibody (Aviva systems biology), as described above. After IP, RNA was isolated from Input and IP fractions using phenol/chloroform extraction. cDNA was prepared with the Applied Biosystems^™^ High-Capacity cDNA Reverse Transcription Kit (Thermo). SYBR-green-based qPCR was performed using QuantiStudio3 (ABI).

#### m^6^A-seq

Total RNA was isolated from tumor infiltrated CD11b^+^ myeloid cells and followed by two rounds of ploy(A) selection to get mRNA. CD11b^+^ myeloid cells were sorted from five pooled *Ythdf2*^f/f^ mice three days after IR per technical replicate (total three technical replicates). The 100ng mRNA was used for m^6^A immunoprecipitation (m^6^A-IP) with the EpiMark *N*^6^-methyladenosine enrichment kit (NEB E1610S) according to the manufacturer’s protocol. The library was constructed using SMARTer^®^ Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (TaKaRa Bio) and the sequencing was performed at the University of Chicago Genomics Facility on an Illumina NovaSEQ machine in pair-read mode with 100 bp per read.

#### Single cell RNA-seq (scRNA) analysis

Regarding the CD45^+^ immune cells scRNA-seq, single-cell suspensions were obtained from four pooled MC38 tumors in WT mice with or without IR (20 Gy) four days after IR. Samples were stained using Zombie Red^™^ dye (for live cells) for 30 min and then stained for 20 min using an antibody against mouse CD45. Zombine Red^−^CD45^+^ single cells were sorted for library construction of scRNA-seq. Regarding the mMDSCs scRNA-seq, single-cell suspensions were obtained from pooled MC38 tumors in five WT or *Ythdf2*-cKO mice with or without IR (20 Gy) respectively three days after IR. Samples were stained using Zombie Red^™^ dye for 30 min and then stained for 20 min using an antibody against oligo-conjugated antibodies mouse CD45, CD11b, Ly6C respectively (TotalSeq^™^-B). Zombie Red^−^CD45^+^CD11b^+^Ly6C^hi^ single cells were sorted for library construction of scRNA-seq. The library construction was performed at the University of Chicago Genomics Facility, using Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 (Cat: 1000128) purchased from 10x Genomics according to the protocols provided by manufactures. The aimed target cell recovery for each library was 8, 000 and the libraries were sequenced on an Illumina HiSeq X Ten platform at the University of Chicago Genomics Facility.

Raw scRNA-seq data were processed using 10x Genomics Cell Ranger (v6.0.1), including demultiplexing Illumina base call files (BCL) into FASTQ files (with “cellranger mkfastq” function), aligning sequencing reads in FASTQ files to the mouse reference genome (mm10, GENCODE vM23/Ensembl 98 released on July 7, 2020, from 10x Genomics) and counting the unique molecular identifier (UMI) (with “cellranger count” function). As a results, we generated the digital gene expression matrix with the number of UMIs for each gene in each cell.

Low-quality cells were discarded if (1) the number of expressed genes was smaller than 200; (2) the proportion of mitochondrial gene expression were larger than 25%. We further identified and removed potential doublets by using DoubletFinder (v2.0.3) assuming 6% doublet formation rate.^81^ For scRNA-seq of mMDSC, as we applied Cell Hashing method using a series of oligo-tagged antibodies against ubiquitously expressed surface proteins with different barcodes to uniquely label cells from distinct samples, we demultiplex cells into different samples based on HTO enrichment by using HTODemux method in Seurat package (v4.0.6).^82^

The processed whole gene expression matrix was then fed to Seurat (v4.0.6) for downstream analyses.^82^ Briefly, only genes expressed in more than 3 cells were kept, and the UMI count matrix was normalized by using ‘NormalizeData’ function. Later, 2, 000 highly variable genes were identified by using the ‘FindVariableFeatures’ function with the ‘vst’ method, and ‘ScaleData’ function was applied to scale and center the gene expression matrix. Clustering analyses were performed using the first 40 principal components for constructing the shared nearest neighbor (SNN) graph by using ‘FindNeighbors’ function, and then Louvain clustering algorithm was used to group the cells into different clusters. Next, we applied scClassify (v1.2.0)^83^ for cell type classification based on cell types hierarchies constructed from reference datasets (E-MTAB-8832, CD45^+^ immune cells sorted from MC38 tumor-bearing C57BL/6 mice).^84^

#### Bulk RNA-seq analysis

Raw reads were trimmed with Trimmomatic-0.39^85^, then aligned to mouse genome and transcriptome (mm10, version M19, 2018-08-30) using HISAT (version 2.1.0)^86^ with ‘--rna-strandness RF’ parameters. Annotation files (version M19, 2018-08-30, in gtf format for mouse) were downloaded from GENCODE database (https://www.gencodegenes.org/). For mRNA m^6^A-seq, mapped reads were separated by strands with samtools (version 1.9)^87^ and m^6^A peaks on each strand were called using MACS (version 2)^88^ with parameter ‘-nomodel, --keep-dup 5, -g 2.052e9, --tsize 114 -extsize 150’ separately. Significant peaks with q < 0.01 identified by MACS2 were considered. Peaks identified in at least three biological replicates were merged using bedtools (v.2.26.0)^87^ and were used in the following analysis. Reads, from input of m^6^A-seq or YTHFDF2 RIP-seq, on each GENCODE annotated gene were counted using HTSeq^89^ and then differentially expressed genes were called using DESeq2 package in R^90^ requiring at least 10 read counts in at least three samples with adjusted *p*-value < 0.05. YTHDF2 target genes were identified as differentially up-regulated genes comparing YTHDF2 IP sample with the corresponding Input samples. Functional enrichment analysis was performed with DAVID^91^.

#### TCGA data analysis

TCGA data was acquired and analyzed in part using the Xena Platform.^92^ For survival analysis an MDSC signature score based on expression of *ARG1, CD14, CD44, CD40, S100A8, SELPLG, STAT6, TFRC, TGFB2, STAT3, CD274, ITGA3, SLA*, and *KDR* was applied to the TCGA data. For the Low Grade Glioma (LGG) and Glioblastoma (GBM) cohorts, gene expression was divided into the highest and lowest thirds. Samples in the lowest and highest groups received a score of −1 and 1, respectively. Scores were then added for each sample and samples with a final score within the highest or lowest third was given a ‘High’ or ‘Low’ MDSC signature score, respectively. For all cohorts samples were filtered by ‘Primary Tumor’ and for patients receiving radiation therapy. Survival data from these groups were then compared and significance calculated using the ggsurvplot function in R.

#### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were conducted with a Magna ChIP^™^ A/G Chromatin Immunoprecipitation Kit (Sigma/Millipore). Briefly, 5-10 × 10^6^ BM-MDSCs were fixed with a final concentration of 1% formaldehyde, cross-linked, and sonicated. The anti-RELA antibody (10 μg/mL, CST), or IgG control antibody was added to sonicated lysates and incubated overnight at 4°C, then incubated with Protein A/G beads mixture (1:1 at ratio) for another > 7 h at 4°C. Chromatin DNA was eluted, reverse cross-linked, and recovered using a QIAquick Extraction Kit (Qiagen). Input DNA and immunoprecipitated DNA were analyzed by quantitative PCR using the *Ythdf2* promoter DNA-specific primers.

#### Chemistry

##### Synthesis of 5-(3-hydroxyphenyl)thiophene-2-carbaldehyde

Add the hydroxyphenylboronic acid (63 mg, 0.46 mmol) and 5-bromothiophene-2-carbaldehyde (105 mg, 0.5 mmol) and Pd(DPPF)Cl2.CH2Cl2 (5 mol %) to a mixture of DME/2M Na2CO3 (8 mL, 3/1, v/v) under Ar, then stir the reaction at 80 °C during 6 h. After reaction completed, add 10 mL water to the reaction and extract the aqueous solution with ethyl acetate, combined organic phases were dried over by MgSO4 and the crude residue was purified by flash column chromatography (silica gel, EtOAc/PE) to obtain the product, yellow solid, yield 51.6%. LCMS (ESI) Calcd for C11H8O2S [M+H]+ 204.02, found 204.24. 1H NMR (400 MHz, DMSO) δ 9.90 (s, 1H), 9.79 (s, 1H), 8.02 (d, J = 4.0 Hz, 1H), 7.66 (d, J = 4.0 Hz, 1H), 7.28 (t, J = 7.8 Hz, 1H), 7.24 – 7.20 (m, 1H), 7.14 (t, J = 2.1 Hz, 1H), 6.88 – 6.81 (m, 1H).

##### Synthesis of (E)-2-cyano-3-(5-(3-hydroxyphenyl)thiophen-2-yl)acrylamide

Stir 5-(3-hydroxyphenyl)thiophene-2-carbaldehyde (48 mg, 0.24 mmol), 2-cyanoacetamide (0.29 mmol) and piperdine (0.24 mmol) in ethanol (10 mL) at room temperature overnight. Concentrated the reaction mixture to obtain the crude residue and purified the residue by reverse phase preparative HPLC (CH3CN/water with 0.1% TFA) to obtain yellow solid, yield 64.5%. HRMS (ESI) Calcd for C14H10N2O2S [M+H]+ 271.0536, found 271.0533. 1H NMR (500 MHz, DMSO) δ 9.75 (s, 1H), 8.36 (s, 1H), 7.89 – 7.62 (m, 4H), 7.29 (t, J = 7.7 Hz, 1H), 7.22 (d, J = 7.6 Hz, 1H), 7.15 (s, 1H), 6.83 (d, J = 8.1 Hz, 1H). 13C NMR (126 MHz, DMSO) δ 163.1, 158.5, 151.9, 143.9, 140.0, 135.1, 134.0, 131.0, 125.3, 117.4, 117.3, 1171, 113.1, 101.8.

#### Protein Expression and Purification

YTHDF2 (aa 380-559) and YTHDF1 (aa 361-559) were first cloned into modified pET28a-TEV vector. The plasmid was transformed into E. coli BL21 (DE3) cells and the proteins were induced with 1 mM Isopropyl- -D-thiogalactopyranoside (IPTG) for 16 hours at 20°C. The cells were collected and resuspended in the lysis buffer containing 20 mM Tris (pH 7.4), 150 mM NaCl, 0.05% (v/v) - mercaptoethanol and 5% (v/v) glycerol. YTHDF2 (aa 380-579) and YTHDF1 (aa 361-559) were then purified through Ni-NTA chromatography (HisTrap FF, GE Healthcare), followed by the purifications including a cation exchange column and a Superdex 75 10/300 column. The purified proteins were stored at −80°C in the buffer containing 20 mM Hepes (pH 7.4) and 200 mM NaCl.

#### Fluorescence Polarization (FP)

The high throughput screening (HTS) of the laboratory’s in-house compound library was performed at the final concentration of 80 μM. Diluted compounds were first incubated with 1.25 μM YTHDF2 (aa 380-579) for half an hour at 25°C in the binding buffer containing 20 mM Hepes (pH 7.4), 50 mM NaCl, 5% (v/v) glycerol and 0.01% (v/v) tween 20. And 30 nM fluorescently-labeled m6A-containing mRNA (5’-FAM-UUCUUCUGUGG (m6A) CUGUG-3’) was then added and incubated for another one hour at 4°C before testing via Envision Readers (PerkinElmer). The same amount of DMSO was used as the negative control, unlabeled m^6^A-containing mRNA with the same sequence was used as the positive control and the 5’-FAM-labeled m^6^A-containing mRNA was utilized to ascertain the gain factor.

#### AlphaScreen

The compound DC-Y13 and DC-Y13-27 were first diluted from 1 mM to concentrations as indicated using double dilution method, respectively. Then His-tagged YTHDF2 (aa 380-579) or His-tagged YTHDF1 (aa 361-559) was added to the diluted compounds at the final concentration of 80 nM. The same amount of DMSO and the unlabeled m^6^A-containing mRNA were separately served as the negative control and the positive control, respectively. The samples were incubated in the binding buffer containing 20 mM Hepes (pH 7.4), 150 mM NaCl, 0.01% (v/v) TritonX-100 and 1 mg/ml BSA for half an hour at 25°C before biotinylated m^6^A-containing mRNA (5’-biotin-UUCUUCUGUGG (m^6^A) CUGUG-3’) was added at the final concentration of 10 nM. Next, the mixture of anti-His acceptor beads and streptavidin donor beads were added away from light. And the samples were then incubated for another one hour at 4°C and then measured on Envision Readers (PerkinElmer).

#### Microscale Thermophoresis (MST)

The compound DC-Y13-27 was first diluted from 2.5 mM using a double dilution method with the MST assay buffer containing 20 mM Hepes (pH 7.4), 200 mM NaCl and 0.1% (v/v) Pluronic^®^ F-127. Then, the compound samples were incubated with YTHDF2 (aa 380-579) at the final concentration of 2 μM for 20 minutes at 25°C followed by 10 minutes of 13, 000 rpm centrifugation at 4°C before the detection. Next, prepared samples were loaded into the Monolith NT. Automated LabelFree Premium Capillary Chips (NanoTemper Technologies) and the experiments were performed using the label-free method on the Monolith NT. Automated instrument (NanoTemper Technologies). The binding constant (KD) of DC-Y13-27 and YTHDF2 (aa 380-579) was acquired by analyzing data using the MO. Affinity Analysis Software v2.3 (NanoTemper Technologies).

#### Method-Surface Plasmon Resonance Assay

Surface plasmon resonance assay was performed to test the binding affinity of YTHDF2 protein and DC-Y13-27 on a Biacore T200 instrument (GE Healthcare) with HBS buffer (20 mM HEPES pH7.4, 200 mM NaCl, 0.08% (v/v) DMSO) at 25°C. The protein was immobilized on a CM5 chip (GE Healthcare) using a standard amine-coupling procedure in 10 mM sodium acetate (pH 4.0). The chip was then equilibrated in HBS buffer. The compound was serially dissolved with HBS buffer. For each cycle, compound solution was injected for 120 s, followed by a 300 s delay for dissociation. The KD values were determined by Biacore T200 evaluation software (GE Healthcare).

### QUANTIFICATION AND STATISTICAL ANALYSIS

To estimate the statistical significance of differences between two groups, we used a paired or unpaired Student’s *t*-tests to calculate two-tailed P values. One-way analysis of variance (ANOVA) or two-way ANOVA with multiple comparison test was performed when more than two groups were compared. Survival analysis was performed using Kaplan-Meier curves and evaluated with log-rank Mantel-Cox tests. Error bars indicate the standard error of the mean (SEM) unless otherwise noted. P values are labeled in the figures. P values were denoted as follows: *P< 0.05, ** *P*< 0.01, *** *P*< 0.001, **** *P*< 0.0001. Statistical analyses were performed by using GraphPad Prism (version 8.0).

## Supplementary Material

1 Table S1. Signature genes in each cell population in tumors, related to Figure 3.

2 Table S2. Signature genes in each combined cell population, related to Figure 3

3

## Figures and Tables

**Figure 1.**
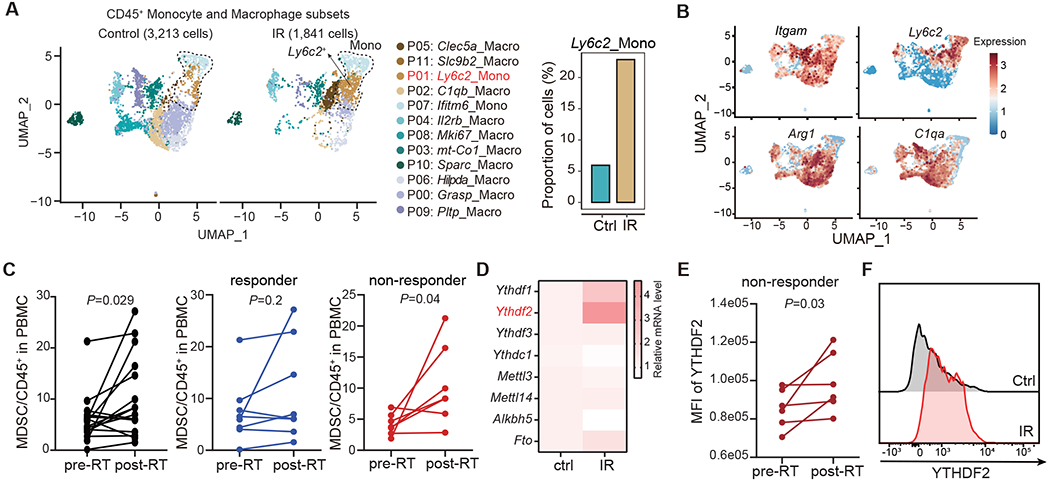
Local tumor irradiation increases tumor-associated myeloid cells expressing YTHDF2. **(A)** UMAP plot of scRNA-seq data showing the different myeloid cell clusters of CD45^+^ immune cells, which were isolated from non-irradiated (Control) and irradiated (IR) MC38 mouse tumors, respectively (left). Bar plot showing the proportion of ‘P01: *Ly6c2*_Mono’ cluster in control and irradiated tumors, respectively (right). CD45^+^ immune cells were obtained from four pooled MC38 tumor-bearing mice four days after IR. **(B)** Expression levels of selected genes identifying ‘P01:*Ly6c2*_Mono’ cluster as MDSC in UMAP space. **(C)** Flow cytometry analysis of MDSCs in PBMCs from cancer patients with lung metastasis (pre-RT vs. post-RT). The post-RT blood samples were collected approximately 1-3 weeks (median 14 days) after the pre-RT samples. **(D)** Heatmap showing the mRNA expression of m^6^A-related genes (identified by qPCR analysis) in MDSCs from non-irradiated and irradiated MC38 tumors three days after IR. One representative result (of three independent experiments) with three technical replicates was shown. **(E)** Mean Fluorescent Intensity (MFI) of YTHDF2 in MDSCs of PBMCs (same cells used in **C**) from non-responders patients pre-and post-RT by flow cytometry. **(F)** Representative flow cytometry analysis of YTHDF2 expression in MC38 tumor-infiltrating MDSCs (CD45^+^CD11b^+^Ly6C^hi^) three days after IR. Statistical analysis was performed using two-sided paired Student’s *t*-test (C, E). See also Figure S1.

**Figure 2.**
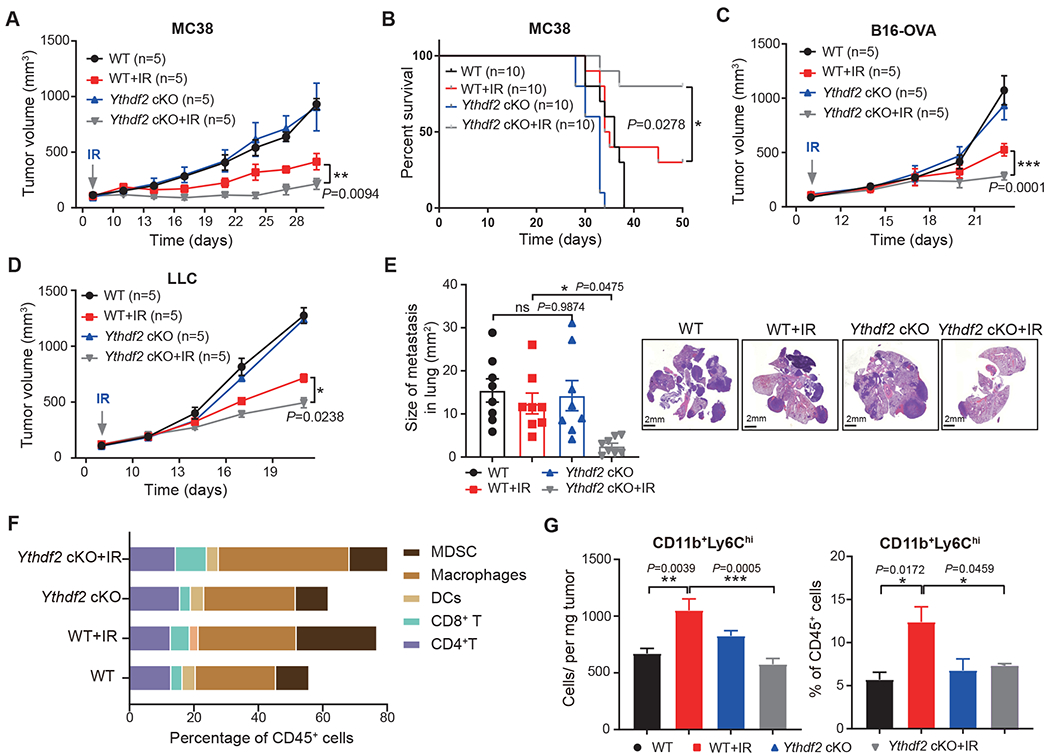
*Ythdf2* deficiency in myeloid cells improves response to radiotherapy. **(A, B)** Wild-type (*Ythdf2*^fl/fl^) or *Ythdf2*-cKO (*Lyz*^cre^*Ythdf2*^fl/fl^) mice were injected subcutaneously with 1x10^6^ MC38 cells. When the tumor size reached 100 mm^3^, tumor-bearing mice were treated with tumor-local IR (20 Gy, one dose). Tumor growth (**A**) and survival were monitored (**B**). Mice with tumor volumes less than 2, 000 mm^3^ were considered to be surviving. **(C, D)** Wild-type or *Ythdf2*-cKO mice were injected subcutaneously with 1x10^6^ B16-OVA cells (**C**) or 1x10^6^ LLC cells (**D**). When the tumor size reached 100 mm^3^, tumor-bearing mice were treated with local IR (20 Gy, one dose). Tumor growth was monitored. **(E)** Lung metastasis in WT or *Ythdf2*-cKO mice 22 days after IR. Treatments as indicated in (**D**). Size of lung metastases was measured. (n = 8 per group) **(F)** Populations of MC38 tumor-infiltrating immune cells assessed by flow cytometry (treatment conditions as indicated). MDSC: CD45^+^CD11b^+^Gr1^+^; Macrophages: CD45^+^CD11b^+^F4/80^+^; DCs: CD45^+^CD11c^+^MHCII^+^; CD8^+^ T: CD45^+^CD8a^+^; CD4^+^ T: CD45^+^CD4^+^; (n = 3 per group) **(G)** The number (left) and percentage (right) of tumor-infiltrating CD45^+^CD11b^+^Ly6C^hi^ cells three days after IR, as assessed by flow cytometry. (n = 3-5 per group) Data are represented as mean ± s.e.m., n, number of mice. One of two or three representative experiments was shown. Statistical analysis was performed using two-way ANOVA test with corrections for multiple variables (A, C, D), two-sided log-rank (Mantel-Cox) test (B) or one-way ANOVA with Bonferroni’s multiple comparison tests (E, G). *P < 0.05, **P < 0.01, and ***p < 0.001. See also Figure S2.

**Figure 3.**
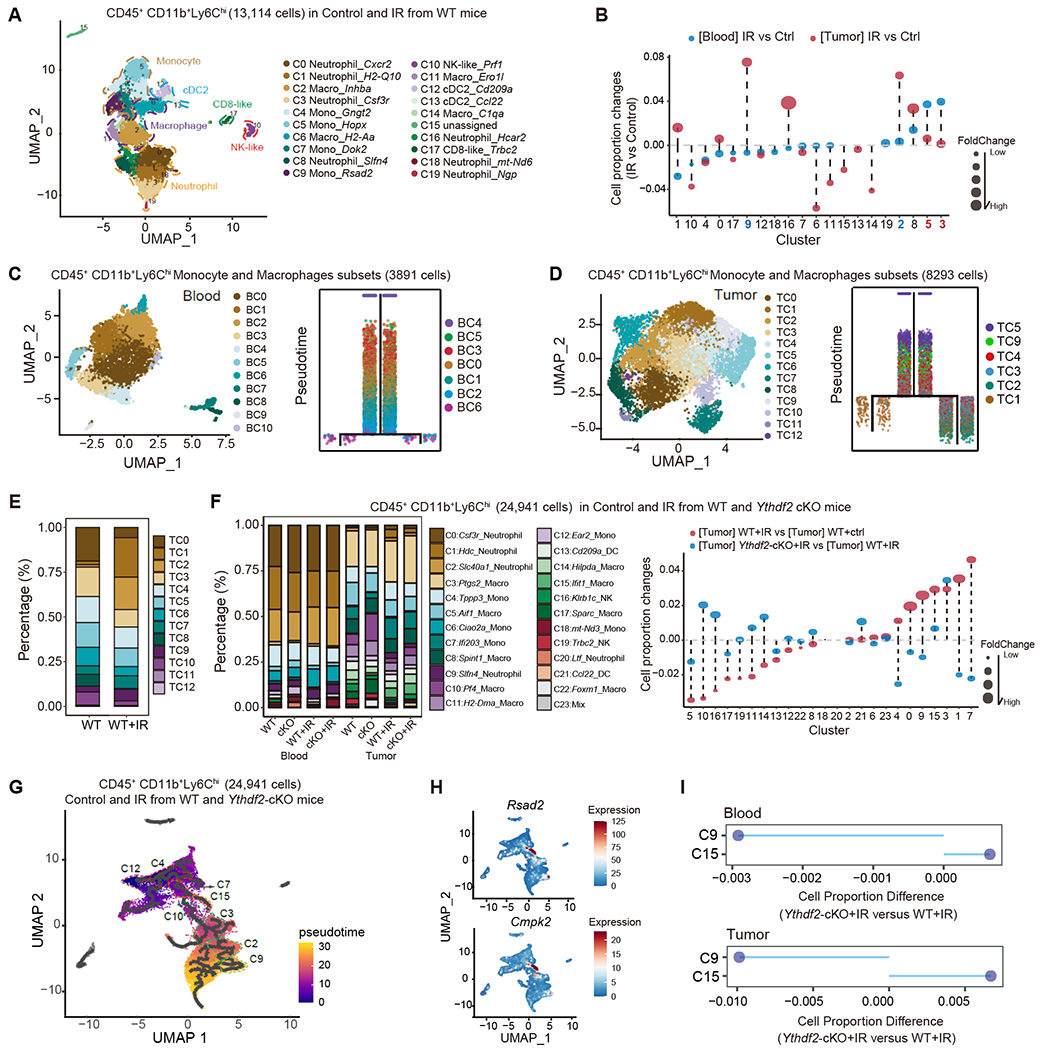
IR and YTHDF2 inhibition reshapes the composition of MDSC populations in blood and tumors. **(A)** UMAP plot displaying different mMDSCs-derived subsets from scRNA-seq. The CD45^+^CD11b^+^Ly6C^hi^ cells were sorted from blood and tumors in IR-treated MC38 tumor-bearing mice, respectively three days after IR. (Five mice were pooled per group). **(B)** Cell proportion changes (IR vs. non-IR) of different mMDSCs-derived subsets in blood and tumors, respectively. **(C)** Cell trajectory of cell populations in blood (only including monocytes and macrophages subsets) were visualized using UMAP. **(D)** Cell trajectory of cell populations in tumors (only including monocytes and macrophages subsets) were visualized using UMAP. **(E)** Proportion of different mMDSC-derived subsets in tumors with non-IR versus IR treatment. **(F)** Proportion of mMDSC-derived subsets in blood and tumors from WT and *Ythdf2*-cKO mice with non-IR versus IR treatment (left); Cell proportion changes of mMDSC-derived subsets in tumors in WT+IR *vs*. WT and *Ythdf2*-cKO+IR *vs*. WT+IR (right). **(G)** Cell trajectory of combined cell populations in blood and tumors from WT or *Ythdf2*-cKO mice. **(H)** Expression level of gene signatures of C15 in UMAP space. **(I)** Proportion of C15 and C9 clusters from blood and tumors, respectively (*(Ythdf2*-cKO+IR versus WT+IR). See also Figures S3, S4, and Tables S1, S2.

**Figure 4.**
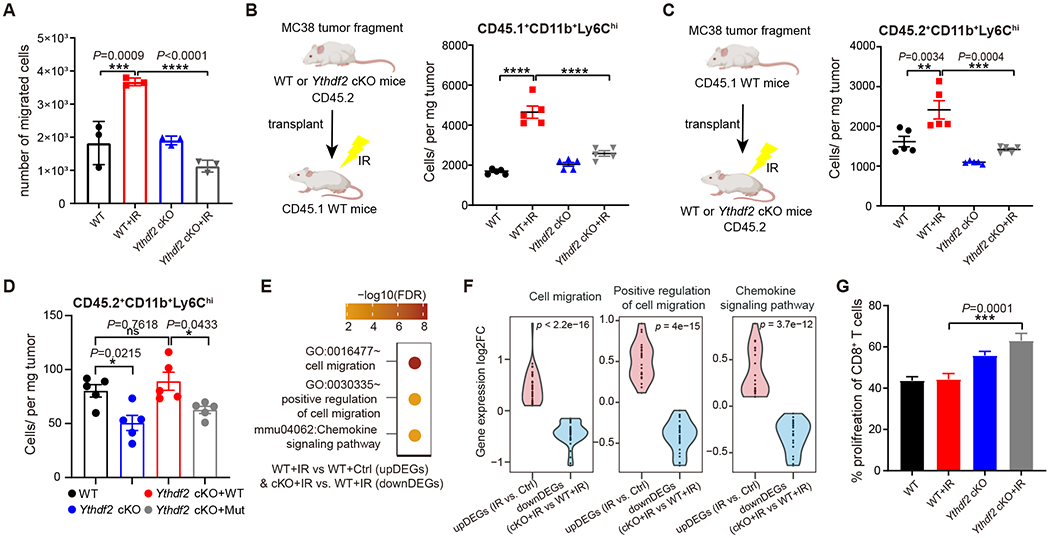
YTHDF2 controls MDSC migration and suppressive function in the context of IR. **(A)** MDSCs were sorted from MC38 tumors, as indicated in (Fig. 2A), and subjected to the trans-well migration assay. Migrated cells on the trans-well membranes were visualized under a light microscope and quantified. (n = 3 per group) **(B)** MC38 tumor fragments from WT or *Ythdf2*-cKO mice (CD45.2) were transplanted into CD45.1 WT mice. Three days later, tumors were treated with local tumor IR (20 Gy, one dose). Three days after IR, the number of tumor-infiltrating CD45.1^+^CD11b^+^Ly6C^hi^ cells was determined by flow cytometry. (n = 5 per group) **(C)** MC38 tumor fragments from CD45.1 WT mice were transplanted into WT or *Ythdf2*-cKO mice (CD45.2). Three days later, tumors were treated with local tumor IR (20 Gy, one dose). Three days after IR, the number of tumor-infiltrating CD45.2^+^CD11b^+^Ly6C^hi^ cells was determined by flow cytometry. (n = 5 per group) **(D)** The YTHDF2 (*Ythdf2*-WT) and m^**6**^ A-binding-site-mutated YTHDF2 (*Ythdf2*-Mut) overexpressing *Ythdf2*-cKO BM-MDSCs (CD45.2) were adoptive transfer into MC38 tumor-bearing CD45.1 mice. On the same day, mice were treated with local tumor IR (20 Gy). Three days after IR, the number of tumor-infiltrating CD45.2^+^CD11b^+^Ly6C^hi^ cells was determined by flow cytometry. (n = 5 per group) **(E)** CD11b^+^ myeloid cells were sorted from MC38 tumors, as indicated in Fig. 2A, and subjected to bulk mRNA-seq. Heatmap of functional enrichment analysis of differentially expressed gene pathways. **(F)** Violin plot of gene expression fold changes (log2FC) in genes related to chemokine signaling pathways, cell migration, and positive regulation of cell migration pathways (comparing WT+IR versus WT+Control, and *Ythdf2*-cKO + IR versus WT + IR). **(G)** Flow cytometry analysis of an *in vitro* proliferation assay showing the frequency of proliferating CD8^+^ T cells when co-cultured with MDSCs sorted from different MC38 tumors, as indicated. (n = 3 per group) Data are represented as mean ± s.e.m., n, number of mice. One of two representative experiments was shown (A-C). Statistical analysis was performed using one-way ANOVA with Bonferroni’s multiple comparison tests (A-D, G). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. See also Figure S4.

**Figure 5.**
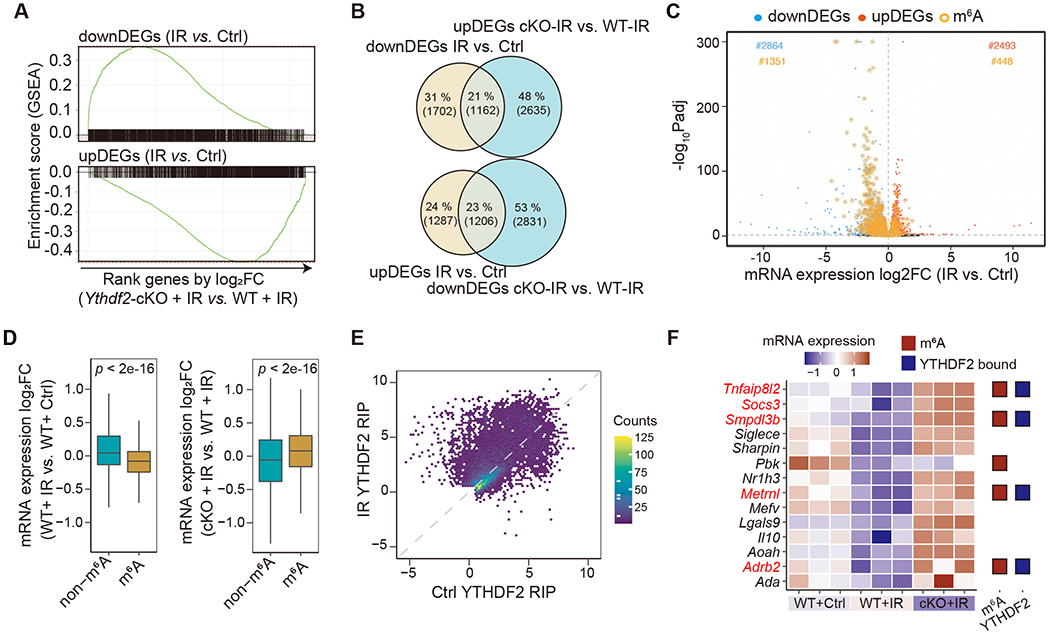
IR-induced YTHDF2 enhances NF-kB signaling by promoting m^6^A-modified RNA degradation. **(A)** The tumor-infiltrating CD11b^+^ myeloid cells were isolated from MC38 tumor-bearing WT or *Ythdf2*-cKO mice with IR or unirradiated controls three days after IR followed by bulk RNA-seq. Gene Set Enrichment Analysis (GSEA) of differentially expressed genes following IR treatment (IR *vs*. Ctrl) against ranked list of genes according to expression changes comparing *Ythdf2*-cKO+IR versus WT+IR. **(B)** Venn diagram of overlapping genes that were downregulated following IR vs. Ctrl and upregulated following *Ythdf2*-cKO+IR vs. WT+IR (top); or upregulated upon IR vs. ctrl and downregulated upon *Ythdf2*-cKO +IR vs. WT+IR (bottom). **(C)** Volcano plot of genes with differential expression levels in the tumor-infiltrating CD11b^+^ myeloid cells (IR vs. Ctrl). m^6^A marked genes are shown with orange circles. Downregulated genes (downDEGs) are highlighted with blue and upregulated genes (upDEGs) with red. CD11b^+^ myeloid cells were collected from five pooled MC38 tumor-bearing mice three days after IR. **(D)** Boxplot showing gene expression log2FC comparing WT+IR vs. WT+ctrl (left); and *Ythdf2*-cKO+IR vs. WT+IR (right). Genes were categorized into two groups according to whether they were marked with m^6^A or not (non-m^6^A). For box plots, the center lines represent the medians, the box show the upper(top) and lower(bottom) quartiles, vertical lines represent 1.5x the interquartile ranges. *P* values were calculated by the nonparametric Wilcoxon-Mann-Whitney test. **(E)** The tumor-infiltrating CD11b^+^ myeloid cells were collected from five pooled MC38 tumor-bearing mice three days after IR followed by RIP-seq. Scatter plot of YTHDF2 binding intensity on its target genes (Ctrl *vs*. IR). **(F)** Heatmap showing gene expression level in WT mice with non-IR (WT+Ctrl) and IR (WT+IR) treatment, and *Ythdf2*-cKO mice with IR treatment (cKO+IR) (left). Genes were further categorized into groups according to whether they were bound by YTHDF2, or marked with m^6^A (right). See also Figure S5.

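The genes with a changed binding intensity were followed in the IP and Input libraries separately. Among 1187 genes with higher intensity in IR that were tested in both comparisons, 371 were higher in the IR IP than in the Ctrl IP and 1028 were lower in the IR Input than in the Ctrl Input. Among 2858 genes with lower intensity, 1442 were lower in the IR IP and 1621 were higher in the IR Input. The IP libraries compared on their own had 1179 of 19255 genes higher and 1896 lower in IR (38.3% of the changed genes higher). Under library size only these counts were 2665 and 828 (76.3% higher), with the median of all genes moved by 0.21. With at least 2-fold changes they were 571 and 135.

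Among genes with a mean of at least 100 counts per library, the same direction in every pool and an adjusted p-value under 0.05, the targets with the largest log2 fold change of IP over Input in Ctrl were *Tnfsf15* (4.41, standard error 0.19), the processed pseudogene *Gm11425* (4.02, standard error 0.064) and *Gm42670* (3.96, standard error 0.21), an antisense transcript whose exon overlaps *Tmem33*. In IR they had 3.21, 3.29 and 3.26. Reads of a pseudogene can belong to its parent gene, and whether the counting used strand is not named in the paper's text. In IR the largest values were those of *Zan*, *Gm10801* and *Cfap65*. *Zan* had 109 to 363 counts in the IR IPs and at most 3 in the IR Inputs, so that in every pool its IP was at least 42.3-fold higher on the TMM scale. For *Gm10801* the log2 fold change was 6.52 in IR (standard error 0.46) and 3.09 in Ctrl (standard error 0.50). *Cfap65* had 6.27 in IR (standard error 0.52), and its IP in Ctrl was at least 10.7-fold higher in every pool. The IR Inputs held 1 to 6 counts of *Gm10801* and 2 to 5 of *Cfap65*, so the sizes of both IR values are uncertain. Exons of *Zan* and *Cfap65* are overlapped by genes on the opposite strand.

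The largest rises of binding intensity that passed the same rule, with every IR pool above every Ctrl pool, were at the histone genes *Hist1h4j* (5.08, standard error 0.52, adjusted p = 4.96e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Hist1h3i* (4.81, standard error 0.42) and *Hist1h3f* (4.74, standard error 0.51). Histone genes are near-identical copies of each other, so the split of their reads is uncertain. *Hist1h4j* fell from 7.79 ± 0.69 CPM in the Ctrl Inputs to 0.95 ± 0.13 in the IR Inputs and rose from 0.704 ± 0.31 CPM in the Ctrl IPs to 2.87 ± 1.15 in the IR IPs (SD, n = 3). The IP changes of *Hist1h3i* (adjusted p = 0.116, edgeR) and *Hist1h3f* (adjusted p = 0.0904) were not past the threshold, while their Input changed by -3.06 and -2.99 on the log2 scale. The largest falls were at *Fmc1* (-3.12, standard error 0.61, adjusted p = 8.38e-04, edgeR), the long noncoding RNA *Gm14221* (-2.27, standard error 0.17) and the processed pseudogene *Gm7621* (-2.20, standard error 0.46). *Fmc1* had 1 to 6 counts in the IR IPs. With the replicate block the rises were 5.05, 4.78 and 4.76 and the falls -3.13, -2.28 and -2.30, and same-numbered IP and Input had a mean correlation of -0.0033 in Ctrl and -0.018 in IR. In all, 965 genes with a rise and 2784 with a fall passed the rule with its count minimum, where chance sets the pools of 3 against 3 apart at 10% of genes.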

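Of the 14 genes of Figure 5F, 13 could be tested. *Il10* had no count in the Ctrl Inputs, 1 count in a single IR Input, 4 counts in a single Ctrl IP and 39 counts in a single IR IP. Called YTHDF2 targets were 5 genes in Ctrl and 5 in IR, also when p-values were adjusted over the list alone, with *Tnfaip8l2* and *Siglece* among them in both. *Tnfaip8l2* (chromosome 3, 95139521 to 95142360) had a log2 fold change of IP over Input of 1.45 in Ctrl (standard error 0.062, adjusted p = 6.87e-13, edgeR's quasi-likelihood test) and 0.70 in IR (standard error 0.067, adjusted p = 4.33e-06). The log2 fold change of *Siglece* (chromosome 7, 43651070 to 43660161) was 0.54 in Ctrl (standard error 0.079, adjusted p = 1.02e-05, edgeR) and 0.34 in IR (standard error 0.090, adjusted p = 0.00640). *Siglece* was not past the threshold in IR when genes with low counts were kept in the test. Lower in IP than in Input were 5 genes in Ctrl and 5 in IR, and over the list alone 5 and 6. *Socs3* and *Pbk* were among them in both conditions. With the replicate block, *Sharpin* (-0.35, adjusted p = 0.0177, edgeR) and *Ada* (-0.64, adjusted p = 0.0253) were also called lower in IP in IR. The exons of *Nr1h3*, which was lower in IP in IR, overlap another gene on the same strand, so its counts are uncertain. Its call as lower was lost in all 3 fits with a replicate left out and under 3 of 9 other alternatives. Across 13 alternatives to the processing, *Nr1h3* was called a target in Ctrl under 1 and *Mefv* in IR under 1.

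No gene of the list had a higher binding intensity in IR past the threshold. For *Tnfaip8l2* the change of binding intensity was -0.73 (standard error 0.090, adjusted p = 5.36e-06, edgeR), and also -0.73 with the replicate block, at a correlation of same-numbered IP and Input of -0.0033 in Ctrl and -0.018 in IR. For *Siglece* it was -0.17 (standard error 0.12, adjusted p = 0.389).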

**Figure 6.**
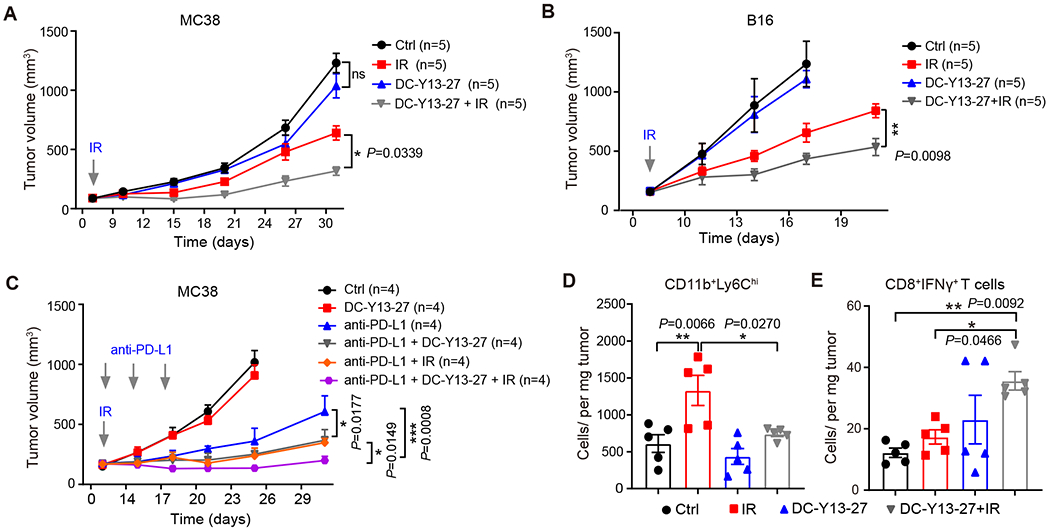
Pharmacological inhibition of YTHDF2 enhances responses to radiotherapy and immunotherapy. **(A, B)** WT mice were injected subcutaneously with 1x10^6^ MC38 cells (**A**) or 1x10^6^B16F1 cells (**B**). When the tumor size reached 100 mm^3^, tumors were treated with local IR (20 Gy, one dose). On the same day, the mice were treated with DC-Y13-27 (9 μg/per mice, daily) until the end of the experiment. Tumor growth was monitored. **(C)** WT mice were injected subcutaneously with 1x10^6^ MC38 cells. When the tumor size reached 100 mm^3^, tumors were treated with local IR (20 Gy, one dose), anti-PD-L1 antibody (2 doses per week, three doses total) and/or DC-Y13-27 (9 μg/per mice, daily), as indicated. Tumor growth was monitored. **(D)** The numbers of tumor-infiltrating CD45^+^CD11b^+^Ly6C^hi^ cells in mice, with different treatment as indicated, were assessed by flow cytometry three days after IR. (n = 5 per group) **(E)** The numbers of tumor-infiltrating CD45^+^CD8^+^IFNγ T cells in MC38 tumor-bearing mice with treatments as indicated seven days after IR. (n = 5 per group) Data are represented as mean ± s.e.m., n, number of mice. One of two representative experiments was shown. Statistical analysis was performed using two-way ANOVA test with corrections for multiple variables (A-C) or one-way ANOVA with Bonferroni’s multiple comparison tests (D, E). *P < 0.05 and **P < 0.01. See also Figure S6.

**Scheme 1.**
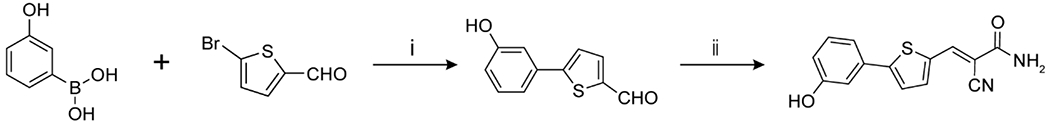
The design and synthesis of compound DC-Y13-27. Conditions and reagents: i) Pd(DPPF)Cl2.CH2Cl2, Na2CO3, 80 °C; ii) piperdine, EtOH, rt.

**Table:** Key resources table

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-CD45	BioLegend	Cat# 103116, RRID:AB_312981
Anti-CD8a	BioLegend	Cat# 100705, RRID:AB_312744
Anti-CD8a	BioLegend	Cat# 100708, RRID:AB_312747
Anti-CD45.2	BioLegend	Cat# 109828, RRID:AB_893350
Anti-CD45.1	BioLegend	Cat# 110714, RRID:AB_313503
Anti-Ly-6C	BioLegend	Cat# 128006, RRID:AB_1186135
Anti-CD11b	BioLegend	Cat# 101224, RRID:AB_755986
Anti-CD11b	BioLegend	Cat# 101208, RRID:AB_312791
Anti-IFN-gamma	BioLegend	Cat# 505809, RRID:AB_315403
Anti-CD11c	BioLegend	Cat# 117310, RRID:AB_313779
Anti-CD11c	BioLegend	Cat# 117306, RRID:AB_313775
Anti-I-A/I-E	BioLegend	Cat# 107620, RRID:AB_493527
Anti-Ly-6G	BioLegend	Cat# 127622, RRID:AB_10643269
Anti-Ly-6G	BioLegend	Cat# 127608, RRID:AB-1186099
Anti-F4/80	BioLegend	Cat# 123108, RRID:AB_893502
Anti-CD4	BioLegend	Cat# 100406, RRID:AB_312691
Anti-CD4	BioLegend	Cat# 100407, RRID:AB_312692
Anti-CCR2	R&D Systems	Cat# FAB5538A, RRID:AB_10645617
Anti-YTHDF2	Aviva Systems Biology	Cat# ARP67917_P050, RRID:AB_2861185
Anti-YTHDF2	Abcam	Cat# ab220163; RRID:AB_2868573
Anti-Histone H3	Abcam	Cat# ab201456, RRID:AB_2650560
Anti-NF-κB p65	Cell Signaling Technology	Cat# 4764S
Anti-IκBα (L35A5)	Cell Signaling Technology	Cat# 4814S
Anti-Phospho-IκBα	Cell Signaling Technology	Cat# 2859S
Anti-CCR2	R&D Systems	Cat# FAB5538A, RRID:AB_10645617
Anti-β-Actin	Santa Cruz Biotechnology	Cat# sc-47778, RRID:AB_626632
Donkey anti-rabbit IgG-HRP Polyclonal	Santa Cruz Biotechnology	Cat# sc-2313, RRID:AB_641181
Goat anti-mouse IgG-HRP Polyclonal	Santa Cruz Biotechnology	Cat# sc-2005, RRID:AB_631736
Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor^™^ 647	Thermo Fisher	Cat# A-21247, RRID:AB_141778
Fc Block	Bio X Cell	Cat# BE0307, RRID:AB_2736987
InVivoMAb anti-mouse CD8α	Bio X Cell	Cat# BE0004-1, RRID:AB_1107671
InVivoMAb anti-mouse PD-L1 (B7-H1)	Bio X Cell	Cat# BE0361
		
Biological samples		
Patient PBMCs	University of Chicago	trials NCT02608385 and NCT03223155
		
Chemicals, peptides, and recombinant proteins		
Collagenase, Type I	Fisher Scientific	Cat# LS004197
DNase I	Sigma	Cat# 10104159001
Recombinant Mouse GM-CSF	BioLegend	Cat# 576306
Recombinant Mouse IL-2 (carrier-free)	BioLegend	Cat# 575406
Dynabeads^™^ Mouse T-Activator CD3/CD28	Thermo Fisher	Cat# 11453D
Cell Stimulation Cocktail	Thermo Fisher	Cat# 00-4970-93
Actinomycin D	Sigma	Cat# A9415-5MG
Absolute Counting Beads	Invitrogen	Cat# C36950
Protease inhibitor	Thermo Fisher	Cat# 1861278
TransIT-TKO^®^ Transfection Reagent	Mirus	Cat# MIR2150
BAY 11-7082	Fisher	Cat# HY-13453
		
Critical commercial assays		
Mouse IFN-gamma ELISPOT set	Fisher Scientific	Cat# BDB551083
Magna RIP^™^ RNA-Binding Protein Immunoprecipitation Kit	Sigma	Cat# 17-700
Dynabeads^™^ mRNA DIRECT^™^ Purification Kit	Invitrogen	Cat# 61011
EasySep^™^ Mouse CD8+ T Cell Isolation Kit	STEMCELL	Cat# 19853
EasySep^™^ Mouse Monocyte Isolation Kit	STEMCELL	Cat# 19861
LEGENDplex^™^ Mouse Inflammation Panel (13-plex)	BioLegend	Cat# 740446
Mouse IL-10 Quantikine ELISA Kit	R&D Systems	Cat# M1000B
Fixation and Permeabilization Solution	BD Bioscience	Cat# 554722
CFSE Cell Proliferation Kit	Invitrogen	Cat# C34554
SMARTer^®^ Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian	TaKaRa	Cat# 634413
Mouse IFN-γ Flex Set	BD Bioscience	Cat# 558296
Magna ChIP^™^ A/G Chromatin Immunoprecipitation Kit	Sigma	Cat# 17-10085
Power SYBR^™^ Green PCR Master Mix	Thermo Fisher	Cat# 4367659
High-Capacity cDNA Reverse Transcription Kit	Thermo Fisher	Cat# 4374966
N6-Methyladenosine Enrichment Kit	NEB	Cat# E1610S
TotalSeqtrade-B0301 anti-mouse Hashtag 1	BioLegend	Cat# 155831
TotalSeqtrade-B0302 anti-mouse Hashtag 2	BioLegend	Cat# 155833
		
		
Deposited data		
Data files for scRNA-seq, RIP-seq, and m6A-seq	This paper	GEO: GSE206387
Bone marrow-derived macrophages ChIP-seq	Nguyen et al.^78^	GEO: GSE99895
		
Experimental models: Cell lines		
MC38	ATCC	CRL-2640
B16F1	ATCC	CRL-6323
B16-OVA	Maintained in our Lab	N/A
LLC	ATCC	CRL-1642
		
Experimental models: Organisms/strains		
C57BL/6 mice	Harlan - Envigo	N/A
*Lyz*^cre^ mice	JAX	N/A
*Ythdf2*^flox/flox^ mice	Li et al.^79^	N/A
*Nfkb1* KO mice	JAX	N/A
*Rag1* KO mice	JAX	N/A
*Ccr2* KO mice	JAX	N/A
*CD45.1* mice	JAX	N/A
		
Recombinant DNA		
pLVX-ZsGreen-N1-Ythdf2 mut	GenScript	Cat# SC 1692
mutated Ythdf2 cDNA	GenScript	Cat# SC1010
		
Software and algorithms		
GraphPad Prism	GraphPad	https://www.graphpad.com/scientific-software/prism/
FlowJo V10	FlowJo	https://www.flowjo.com/solutions/flowjo
Seurat package (v4.0.6)	Stuart et al.^82^	https://github.com/satijalab/seurat/releases/tag/v4.0.6
scClassify (v1.2.0)	Lin et al.^83^	https://github.com/SydneyBioX/scClassify_analysis
Trimmomatic-0.39	Bolger, et al.^85^	http://www.usadellab.org/cms/index.php?page=trimmomatic
HISAT (version 2.1.0)	Kim et al.^86^	https://github.com/DaehwanKimLab/hisat2
MACS (version 2)	Zhang et al.^88^	http://liulab.dfci.harvard.edu/MACS/
samtools (version 1.9)	Danecek et al.^87^	http://www.htslib.org/
bedtools (v.2.26.0)	Danecek et al.^87^	http://www.htslib.org/
HTSeq	Anders et al.^89^	http://www-huber.embl.de/HTSeq

# Supplementary material for: YTHDF2 inhibition potentiates radiotherapy anti-tumor efficacy
**Source:** Cancer Cell. Author manuscript; Available in PMC 2024 Jul 10.
**Supplement:** 3

## Supplemental information Figures and Legends

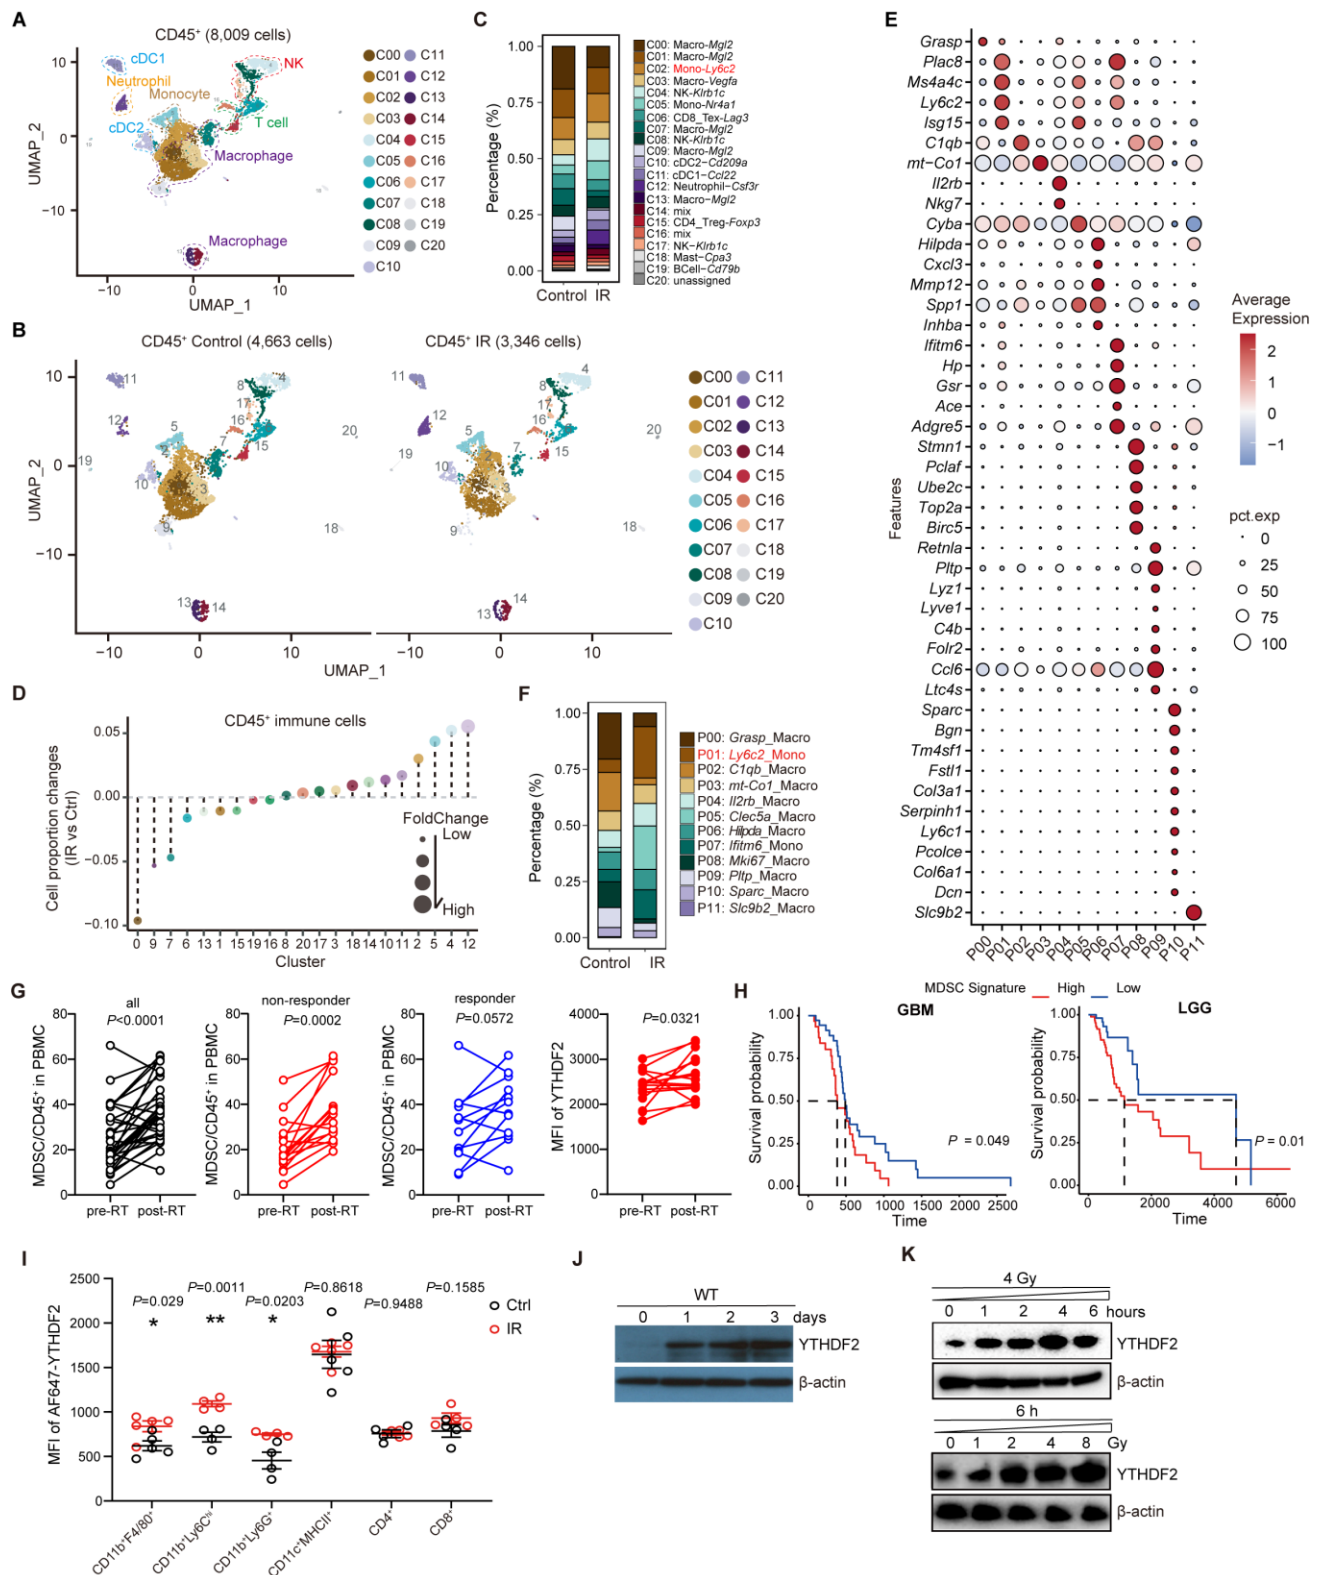

**Figure S1. scRNA-seq identified CD45<sup>+</sup> immune cell populations and YTHDF2 expression in IR-treated MDSCs. Related to Figure 1.**

**(A-B)** UMAP showing five clusters including T cells, NK, Macrophages, DCs and Monocytes (A) from scRNA-seq using sorted CD45<sup>+</sup> immune cells from MC38 tumors with and without IR treatment, respectively (B) four days after IR.

**(C)** Proportion of different cell subsets of CD45<sup>+</sup> immune cells (as in Figure S1A-B) in irradiated vs. non-irradiated MC38 tumors.

**(D)** Changes in proportion of different cell subsets of CD45<sup>+</sup> immune cells (as in Figure S1C) in irradiated vs. non-irradiated MC38 tumors.

**(E)** Bubble heatmap showing the expression of feature genes of each myeloid cells cluster from Figure 1A.

**(F)** Proportion of different cell subsets of myeloid cells (as in Figure 1A) in irradiated vs. non-irradiated MC38 tumors.

**(G)** Flow cytometry analysis of MDSCs in PBMCs from metastatic NSCLC patients enrolled in a clinical trial (the COSINR study, NCT03223155) (pre-RT vs. post-RT) and Mean Fluorescent Intensity (MFI) of YTHDF2 in MDSCs of PBMC from non-responders patients. Non-responder was characterized as < 8 month to ‘progression or death’ (the average progression time), while responder was characterized as with > 8 months to ‘progression or death’.

**(H)** Overall survival analysis of cancer patients in Low Grade Glioma (LGG), and Glioblastoma (GBM) cohorts and either high or low MDSC signature. Normalized gene expression and corresponding clinical data on patients were obtained from TCGA.

**(I)** Flow cytometric analysis of YTHDF2 expression in different immune cells (as indicated) isolated from irradiated MC38 tumors. Macrophages: CD11b<sup>+</sup>F4/80<sup>+</sup>; mMDSC: CD11b<sup>+</sup>Ly6C<sup>hi</sup> Ly6G<sup>-</sup>; PMN-

MDSC: CD11b<sup>+</sup>Ly6G<sup>+</sup> Ly6C<sup>-</sup>; DCs: CD11c<sup>+</sup>MHCII<sup>+</sup>; CD4<sup>+</sup> T: CD45<sup>+</sup>CD4<sup>+</sup>; CD8<sup>+</sup> T: CD45<sup>+</sup>CD8a<sup>+</sup>;

(n = 4-5 per group)

**(J)** MDSCs sorted from tumors in MC38-bearing WT mice one, two, and three days after IR.

Immunoblot analysis of YTHDF2 in sorted MDSCs.

**(K)** MDSCs were derived from bone marrow cells (WT mice) and treated with different doses of IR directly and cultured for different times as indicated. Graph showing the immunoblot analysis of YTHDF2.

Data are represented as mean  $\pm$  s.e.m., Statistical analysis was performed using two-sided paired Student's *t*-test (G) or two-sided unpaired Student's *t*-test (I). \**P* < 0.05 and \*\**P* < 0.01.

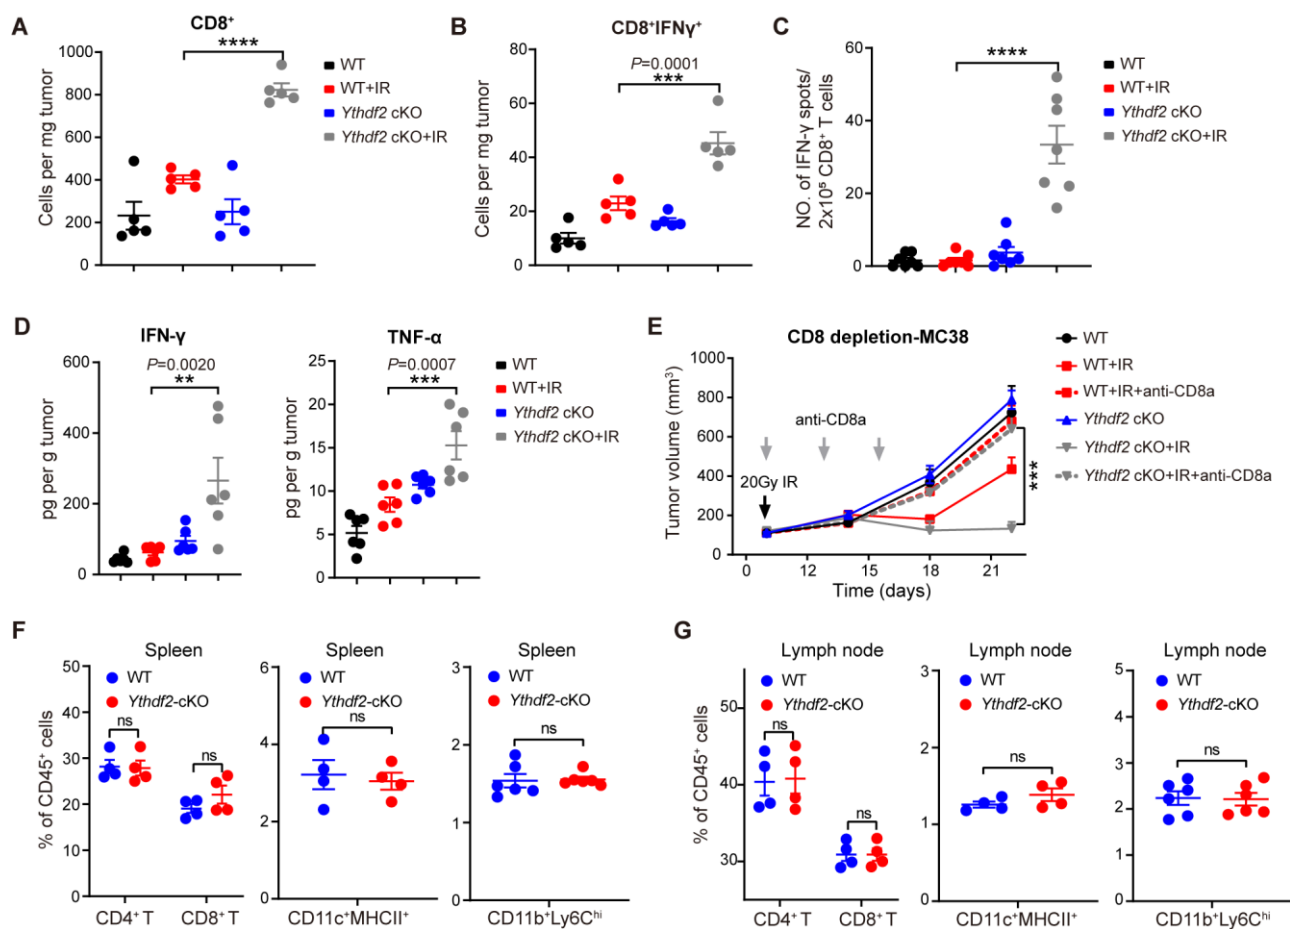

**Figure S2. The antitumor effects of IR in *Ythdf2*-cKO mice depend on CD8<sup>+</sup> T cell response.**

**Related to Figure 2.**

**(A-B)** The numbers of MC38 tumor-infiltrating total CD8<sup>+</sup> T cells **(A)** and CD8<sup>+</sup>IFN $\gamma$ <sup>+</sup> T cells **(B)** in WT or *Ythdf2*-cKO mice with/without IR (7 days after IR). (n = 5 per group)

**(C)** The CD8<sup>+</sup> T cells were isolated from MC38 tumors (in A) and the IFN- $\gamma$  spots were enumerated by ELISPOT assay.

**(D)** The MC38 tumor tissues (in A) were collected to measure the levels of IFN- $\gamma$  and TNF- $\alpha$  using the LEGEND plex cytokine kit.

**(E)** WT or *Ythdf2*-cKO mice were injected subcutaneously with 1x10<sup>6</sup> MC38 cells. When the tumor size reached 100 mm<sup>3</sup>, mice were treated with 200  $\mu$ g of CD8a-depleting antibody twice a week

starting on the same day of tumor-local IR (20 Gy, one dose). Tumor growth was monitored. (n = 5 per group)

**(F-G)** Percentages of CD4<sup>+</sup>, CD8<sup>+</sup>, DCs (CD11c<sup>+</sup>MHCII<sup>+</sup>) and mMDSCs (CD11b<sup>+</sup>Ly6C<sup>hi</sup> Ly6G<sup>+</sup>) in Spleen (F) and lymph node (G) in WT and *Ythdf2*-cKO mice. (n = 4-6 per group)

Data are represented as mean  $\pm$  s.e.m., n, number of mice. One of two representative experiments was shown. Statistical analysis was performed using one-way ANOVA with Bonferroni's multiple comparison tests (A-D), two-way ANOVA test with corrections for multiple variables (E), or two-sided unpaired Student's *t*-test (F, G). \**P* < 0.05, \*\**P* < 0.01, and \*\*\**P* < 0.001.

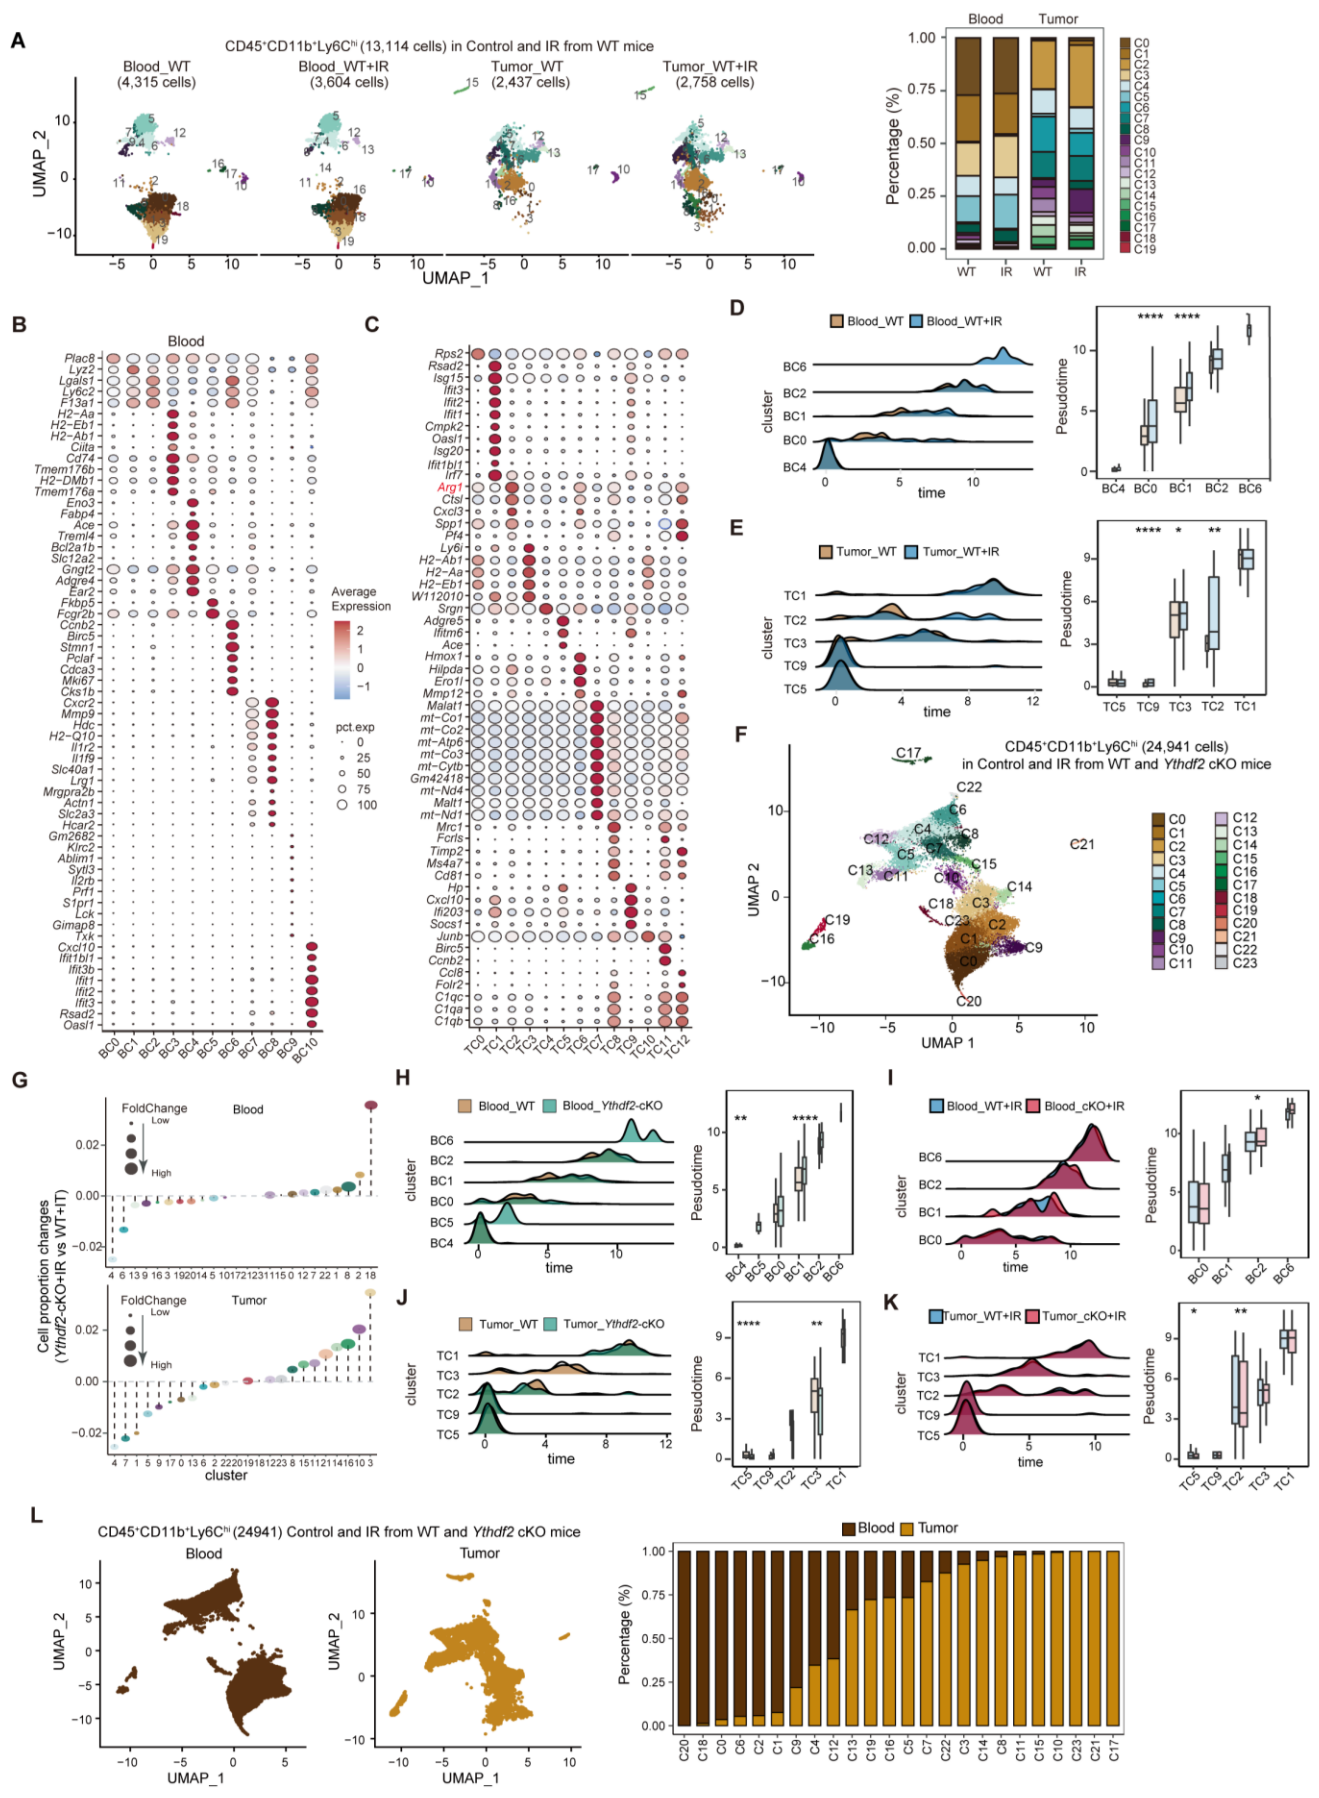

**Figure S3. IR or YTHDF2 affects mMDSC differentiation in both blood and tumors. Related to Figure 3.**

(A) UMAP plot displaying different mMDSC-derived subsets from blood and tumor with/without IR based on the scRNA-seq data of tumor-infiltrating CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup> cells (left). Proportion of different mMDSC-derived subsets (right). The cells were sorted from blood or tumors in five pooled IR-treated MC38 tumor-bearing mice three days after IR.

(B) Bubble heatmap showing the expression of feature genes of each mMDSC-derived cluster in blood from **Fig. 3C**.

(C) Bubble heatmap showing the expression of feature genes of each mMDSC-derived cluster in tumor from **Fig. 3D**.

(D) Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in blood with or without IR treatment.

(E) Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in tumors with or without IR treatment.

(F) Cell population in blood and tumors from WT or *Ythdf2*-cKO mice with/without IR.

(G) Proportion of mMDSC-derived subsets (from **Fig. 3F**) in blood and tumors from WT and *Ythdf2*-cKO mice with non-IR versus IR treatment.

(H) Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in blood from WT and *Ythdf2*-cKO mice without IR treatment.

(I) Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in blood from WT and *Ythdf2*-cKO mice with IR treatment.

**(J)** Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in tumors from WT and *Ythdf2*-cKO mice without IR treatment.

**(K)** Density plot (left) and boxplot (right) showing pseudotime of cells within each cluster in tumors from WT and *Ythdf2*-cKO mice with IR treatment.

**(L)** (Left) UMAP plot displaying CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup> cells in blood and tumors from WT or *Ythdf2*-cKO mice with/without IR. Cells were colored according to which tissue they belong to. (Right) A barplot illustrating the ratio of the number of cells from blood to the number of cells from tumor in each cluster. The clusters were ranked based on the ratio.

For box plots (D, E, H-K), the center line represents the median, the box limits show the upper and lower quartiles, whiskers represent 1.5x the interquartile range. *P* values were calculated by a nonparametric Wilcoxon-Mann-Whitney test. \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001, \*\*\*\* *P* < 0.0001.

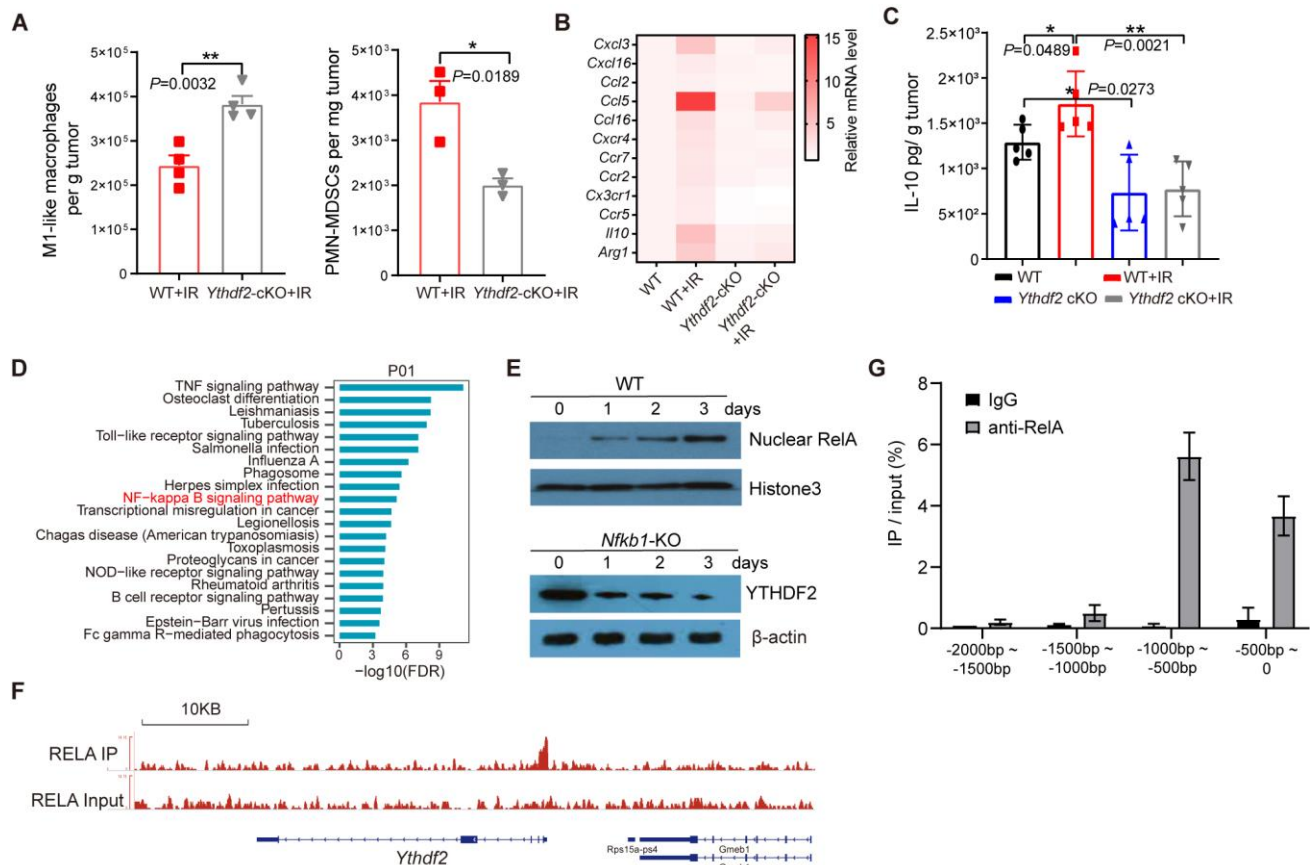

**Figure S4. *Ythdf2* deletion inhibits MDSC suppression function and NF- $\kappa$ B/RELA mediates IR-induced YTHDF2 expression in MDSCs. Related to Figures 3 and 4.**

(A) Percentages of MC38 tumor-infiltrating M1-like macrophages ( $\text{CD45}^+\text{CD11b}^+\text{MHCII}^+\text{CD206}^-$ ; left) and PMN-MDSCs ( $\text{CD45}^+\text{CD11b}^+\text{Ly6G}^+\text{Ly6C}^-$ ; right) assessed by flow cytometry (treatment conditions as indicated). (n = 3-4 per group)

(B) MDSCs were sorted from MC38 tumors in WT, WT+IR, *Ythdf2*-cKO, *Ythdf2*-cKO+IR mice three days after IR and subjected to qPCR analysis of the mRNA level of genes as indicated. (n = 3 per group)

(C) The MC38 tumor tissues were collected in WT, WT+IR, *Ythdf2*-cKO and *Ythdf2*-cKO+IR mice to measure the protein level of IL-10 by ELISA. (n = 5 per group)

(D) Function enrichment analysis of gene signatures of *Ly6c2*\_monocytes (P01) cluster in Fig.1A.

(E) Immunoblot analysis of nuclear RELA in sorted MDSCs from tumors in MC38-bearing WT mice one, two, and three days after IR (top). Immunoblot analysis of YTHDF2 in sorted MDSCs from tumors in MC38-bearing *Nfkb1* knockout mice one, two, and three days after IR (bottom).

(F) Profile of RELA binding (GSE99895) at the promoter region of *Ythdf2* in bone marrow-derived macrophages.

(G) Chromatin immunoprecipitation (ChIP) analysis of the *Ythdf2* promoter in BM-MDSCs.

Data are represented as mean  $\pm$  s.e.m., n, number of mice. Statistical analysis was performed using two-tailed unpaired Student's *t* test (A), one-way ANOVA with Bonferroni's multiple comparison tests (C). \**P* < 0.05, \*\**P* < 0.01.

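YTHDF2 targets called in both Ctrl and IR numbered 3903, with 2040 called only in Ctrl and 2091 only in IR, out of 8034 genes called in either condition. A call in only 1 condition does not show that binding differed. Of the targets called only in IR, 876 were tested in Ctrl, where 561 had IP above Input without being called and 124 were called lower in IP. Of the targets called only in Ctrl, 1869 were tested in IR, with 1294 and 170 genes in these groups. By the interaction, binding intensity was higher in IR at 395 of the targets called only in IR and lower at 0. Of those called only in Ctrl, 675 were lower in IR and 1 was higher, and of the shared targets 1227 were lower and 196 higher.

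The targets called only in IR were scarce in the Input. Their median level over the 6 Inputs was 0.115 CPM, against 13.8 CPM for shared targets and 9.38 CPM for targets called only in Ctrl. Under 1 CPM were 1625 (77.7%) of the IR-only targets, 783 (20.1%) of the shared and 536 (26.3%) of the Ctrl-only targets. Protein-coding genes made up 56.8% of the IR-only, 72.8% of the shared and 70.6% of the Ctrl-only targets. Among 820 IR-only targets tested in the Input, 426 (52.0%) were lower and 27 (3.29%) higher in IR. Of the 1797 Ctrl-only targets tested there, 198 (11.0%) were lower and 559 (31.1%) higher.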

**(D)** Venn diagram of YTHDF2 targets (from YTHDF2 RIP-seq data) in Control and IR condition (left).

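For each pool, the median binding intensity was taken over a set of target genes, so that the 3 pools of a condition, not the genes, were the replicates. CPM values had a prior count of 2 added before taking logs. Over the 8034 genes called targets in either condition, it was 1.00 ± 0.027 in Ctrl and 0.97 ± 0.017 in IR (SD, n = 3), a difference of -0.028 (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p possible). Over the shared targets it was 1.31 ± 0.0094 in Ctrl and 1.02 ± 0.016 in IR (SD, n = 3), a difference of -0.29, with every IR pool below every Ctrl pool (exact permutation p = 0.1). Targets of Ctrl alone fell from 0.57 ± 0.015 to -0.018 ± 0.040, and targets of IR alone rose from 0.55 ± 0.15 to 2.63 ± 0.17 (SD, n = 3; exact permutation p = 0.1 for each). These sets were chosen by calls from the same libraries, which by itself sets a condition's own targets above those of the other. For the genes called in Ctrl the difference was -0.39, and for the genes called in IR it was 0.18. The sign over all targets depended on the scaling, with a difference of 0.063 under DESeq2's size factors and 0.30 under library size only. Taking each IP against the mean of the Inputs of its condition, with no replicate block, left it at -0.026. Genes lower in IP than in Input in both conditions (4704) had medians of -1.22 ± 0.027 in Ctrl and -1.31 ± 0.033 in IR (SD, n = 3).

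**Figure D3:**
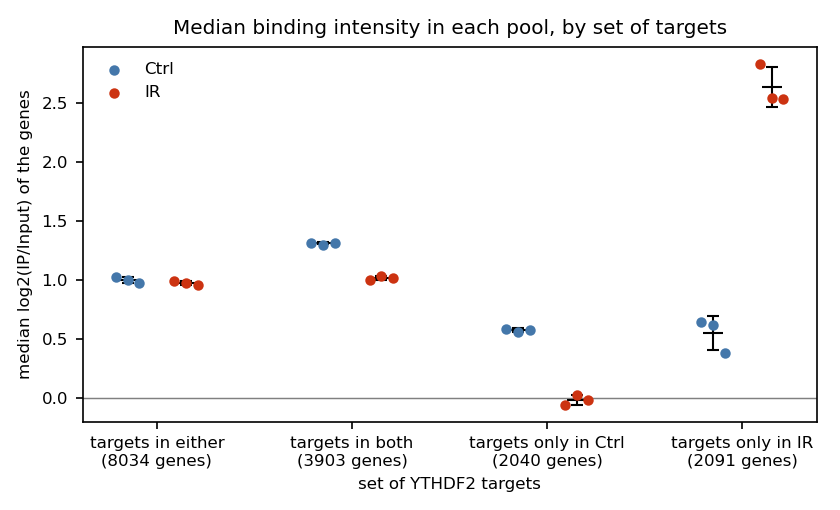
Points give the median log2(IP/Input) in each of the 3 Ctrl and 3 IR pools (vertical axis) for the sets of YTHDF2 targets on the horizontal axis, with bars for the mean and the SD. The pools of Ctrl and IR overlap for targets in either condition (1.00 and 0.97 on average), and those of IR are lower for targets in both (1.02 against 1.31).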

Boxplot showing YTHDF2 binding intensity on its target genes in Control and IR condition (right).

For box plots, the center line represents the median, the box limits show the upper and lower quartiles, whiskers represent 1.5x the interquartile range. *P* values were calculated by a nonparametric Wilcoxon-Mann-Whitney test.

**(E)** MDSCs were sorted from MC38 tumors in WT, WT+IR, *Ythdf2*-cKO, *Ythdf2*-cKO+IR mice and subjected to qPCR analysis of *Adrb2*, *Metrl* and *Smpdl3b* mRNA level. (n = 3 per group)

**(F)** Graphs showing enrichment of *Adrb2*, *Metrl* and *Smpdl3b* mRNA in the YTHDF2-immunoprecipitated RNA fraction of bone marrow-derived MDSCs, determined by RIP-qPCR.

**(G)** MDSCs were sorted from bone marrow-derived cells from WT and *Ythdf2*-cKO mice and were treated with actinomycin D. mRNA was collected at indicated time points after treatment and mRNA levels of *Adrb2*, *Metrl* and *Smpdl3b* were measured by RT-qPCR. (n = 3 per group)

**(H)** BM-MDSCs were transduced with siRNAs targeting *Adrb2*, *Metrl* and *Smpdl3b* simultaneously (3xKD). After 24-48 hr, the BM-MDSCs were purified and subjected to qPCR analysis of these three genes. (n = 3 per group)

**(I)** (left) WT, *Adrb2*, *Metrl* and *Smpdl3b* knockdown MDSCs were co-cultured with LPS for 5 min. Immunoblot analysis of signaling associated proteins (as indicated) and phosphorylated (p-) proteins in these three type cells. (right) WT, 3xKD BM-MDSCs and BAY 11-7082 treated 3xKD BM-MDSCs (for 24hr) were co-cultured with LPS for 5 min. Immunoblot analysis of nuclear RELA.

**(J)** Bone marrow cells from CD45.1 mice were used to generate 3xKD BM-MDSCs using siRNA. MC38 tumor bearing *Ccr2*-knockout mice (CD45.2) were adoptively transferred with  $1 \times 10^6$  WT or 3xKD BM-MDSCs via i.v. injection. On the same day, mice were treated with local IR (20 Gy, one

dose). Three days after IR, the number of tumor-infiltrating CD45.1<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup> Ly6G<sup>-</sup> cells was determined by flow. (n = 6 per group)

**(K)** Different BM-MDSCs as indicated were used for the transwell assay. The attached cells on the transwell membrane were visualized under a light microscope and quantified. (n = 3 per group)

**(L)** WT, 3xKD, *Ythdf2*-cKO and 3xKD-*Ythdf2*-cKO BM-MDSCs were used for adoptive transfer into MC38 tumor bearing *Ccr2*-knockout mice. On the same day, mice were treated with tumor-local IR (20 Gy, one dose). Three days after IR, the number of tumor-infiltrating Ccr2<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup> cells was determined by flow. (n = 4 per group)

**(M)** Heatmap showing the qPCR analysis of relative *Cxcl16*, *Ccl5*, *Ccl2*, *Ccr7*, and *Il10* mRNA expression in WT, 3xKD, BAY 11-7082-treated WT and BAY 11-7082-treated 3xKD BM-MDSCs. The qPCR data were normalized to *Gapdh*. (n = 3 per group)

Data are represented as mean  $\pm$  s.e.m., n, number of mice. One of two or three representative experiments was shown (E-M). Statistical analysis was performed using one-way ANOVA with Bonferroni's multiple comparison tests (E, K, L) or two-sided unpaired Student's *t*-test (F, G, H, J).

\**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, and \*\*\*\**P* < 0.0001.

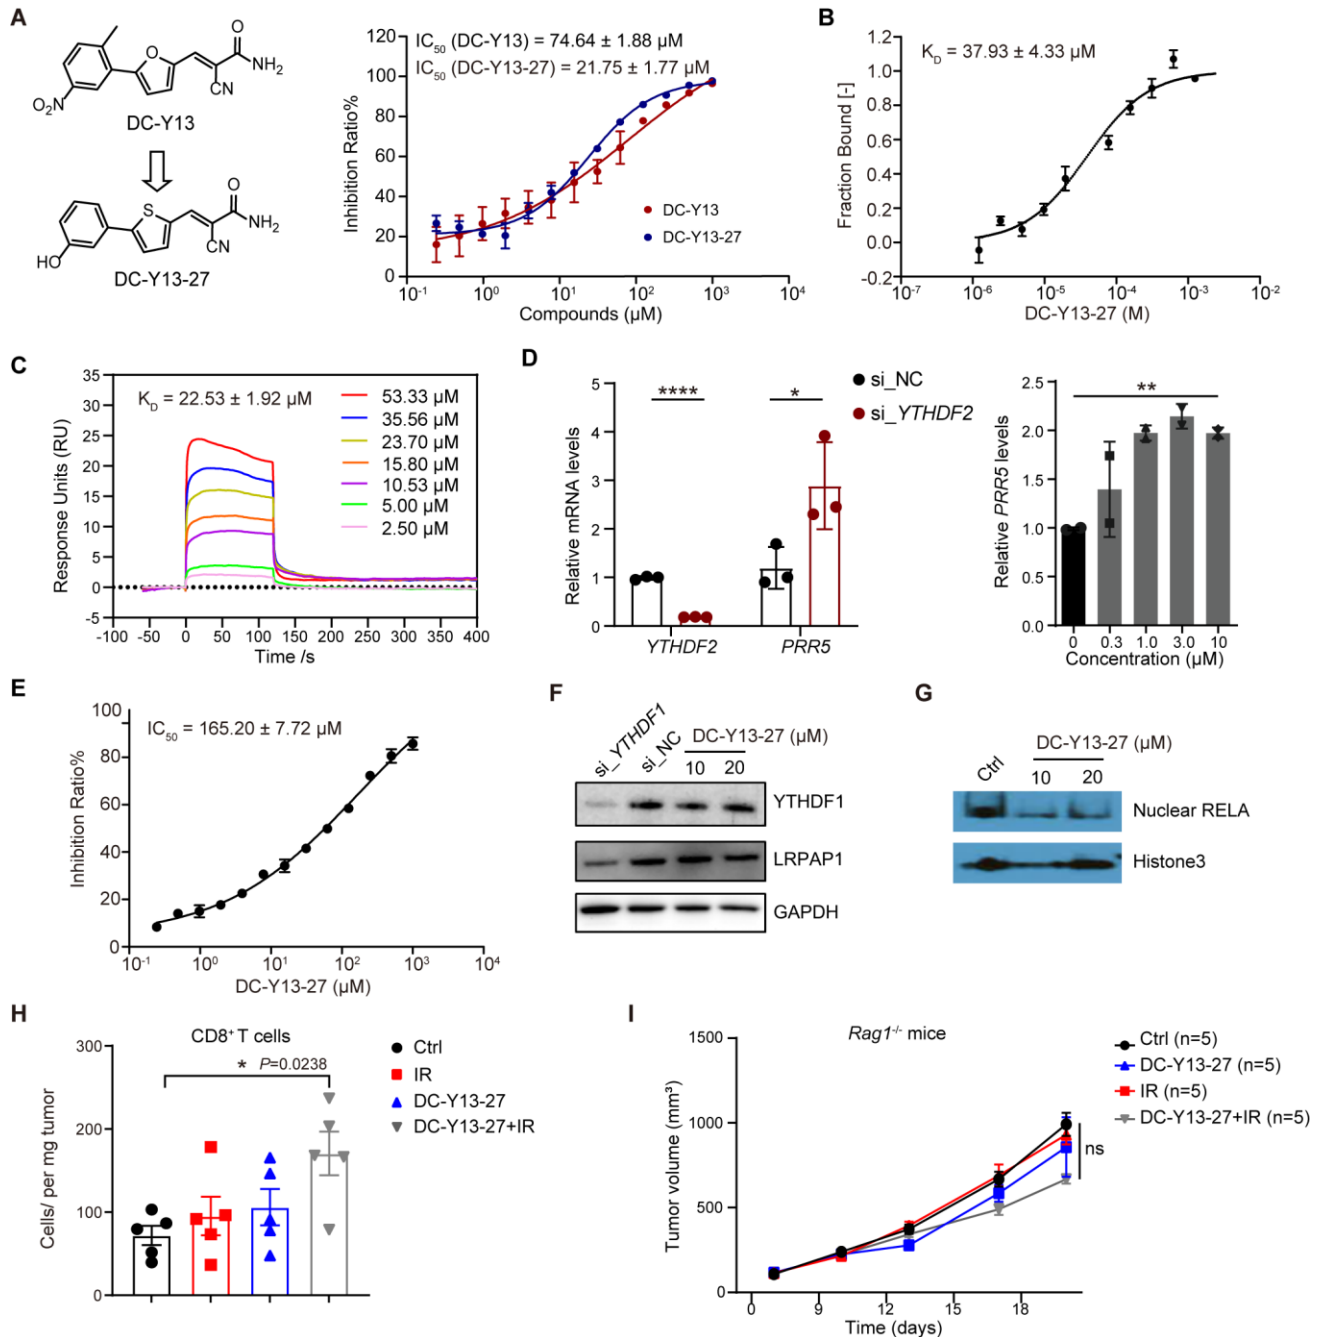

**Figure S6. The binding affinity, and selectivity of compound DC-Y13-27. Related to Figure 6.**

(A) The chemical structures of the compound DC-Y13 and DC-Y13-27 (left). Inhibitory activities ( $IC_{50}$ ) of DC-Y13 (red) and DC-Y13-27 (blue) against YTHDF2 binding to m<sup>6</sup>A determined by AlphaScreen assay (right). Data are presented as mean  $\pm$  SD.

(B) The MST binding curve of DC-Y13-27 and YTHDF2. Data are presented as mean  $\pm$  SD.

(C) SPR binding curves of DC-Y13-27 and YTHDF2. The concentrations of the different compounds injected over the CM5 chip are indicated. Data are represented as mean  $\pm$  s.e.m., one of three independent experiments is shown.

(D) (left) Hela cells were transduced with siRNA targeting *YTHDF2* and subjected to qPCR analysis of *YTHDF2* and its target gene *PRR5*. (right) Hela cells were treated with DC-Y13-27 in different concentration as indicated and subjected to qPCR analysis of *PRR5* (a target gene of YTHDF2 in Hela cells). Data are presented as the mean  $\pm$  SD.

(E) Inhibitory activity ( $IC_{50}$ ) of DC-Y13-27 against YTHDF1 binding to m<sup>6</sup>A detected via AlphaScreen assay. Data are presented as the mean  $\pm$  SD.

(F) Immunoblot analysis of Hela cells treated with siRNA targeting *YTHDF1* or DC-Y13-27 to detect the protein levels of YTHDF1 and its target LRPAP1.

(G) Immunoblot analysis of nuclear RELA in BM-MDSCs treated with DC-Y13-27 (for 24 hr) in different dose as indicated.

(H) The numbers of tumor-infiltrating CD8<sup>+</sup> T cells in MC38 tumor-bearing mice with treatments as indicated. (Seven days after IR, n = 5 per group). Data are represented as mean  $\pm$  s.e.m.

(I) MC38 tumor growth in *Rag1* knockout mice with IR and/or DC-Y13-27 treatment. (n = 5 per group). Data are represented as mean  $\pm$  s.e.m.

Statistical analysis was performed using two-sided unpaired Student's *t*-test (D), one-way ANOVA with Bonferroni's multiple comparison tests (H), or two-way ANOVA test with corrections for multiple variables (I). \**P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

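The RIP-seq data behind Figures 5E, 5F and S5D were 12 libraries from tumor-infiltrating CD11b+ myeloid cells of WT mice, with 3 pools per condition, 2 conditions (Ctrl and IR), and an Input and a YTHDF2 IP library per pool. Samples were assigned to condition, fraction and replicate from their titles and treatment labels and from the paper's methods. The authors trimmed the reads with Trimmomatic, aligned them with HISAT to mm10 with the GENCODE M19 annotation, and deposited the whole-number HTSeq counts per gene, with no normalization, together with 5 summary lines per library on reads that were not counted. The option for strand in the counting and any removal of duplicate reads are not named in the paper's text. The other sequencing data of the paper (MeRIP-seq, bulk RNA-seq of *Ythdf2*-cKO mice, scRNA-seq and ChIP-seq) were not analysed here.

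Gene symbols, types and coordinates came from the GENCODE M21 annotation of the same genome build. Of the 54446 identifiers, 97.8% matched with their version and 99.9% with or without it. Reads from different molecules and copies of the same molecule cannot be told apart in these counts, so the level of 3 counts taken as detectable covers counting error only.

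Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes needed at least 10 counts in at least 3 libraries of the comparison, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. The comparisons were IP against Input within Ctrl and within IR, the interaction of both over all libraries, and IR against Ctrl in the Input and in the IP. DESeq2 1.42.0, the tool of the paper's methods, was run as an alternative. Levels are CPM on the TMM scale of all libraries. TMM assumes that most genes do not change, so it cannot show a change of binding shared by most genes, and the compared libraries differed in the share of reads outside genes.

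The named genes were *Ythdf2*, the genes of Figures 1D, 5F and S4B, the 3 genes with the largest share of counts, and for each set of targets or changed genes the 3 with the largest log2 change among those past the threshold with the same direction in every pool and a mean of at least 100 counts per library. This rule, the design of each test and the alternatives were fixed before the data were examined, apart from those named in the closing section. *Ccl16*, which Figure S4B shows, was not analysed here, and some genes of these figures are not reported here.

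IP and Input libraries of a condition with the same replicate number were paired, since the paper describes the Input as a part of the lysate that went into the IP. Pools with the same number in Ctrl and IR came from different mice. The fit with the replicate number as a block was an alternative to the fit without it.

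The steps were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 changed genes. These had a mean of at least 100 counts and changed by more than 2-fold. All other genes had the same expected share of counts in IP and Input and in Ctrl and IR. The rates below therefore do not cover smaller changes, scarcer genes or comparisons in which most genes differ. With edgeR, 100% of them were recovered for IP against Input in Ctrl (19275 genes tested), 93% in IR (19310 genes), 89.5% for the interaction (20421 genes), 100% in the Input (19826 genes) and 94% in the IP (18694 genes). At most 2.91% of its calls were false, and 6.10% with the block. With DESeq2 22.5% of the calls in IR and 21.0% of those of the interaction were false.

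Alternatives were DESeq2's size factors or library size only in place of TMM, DESeq2 in place of edgeR, no filter or at least 10 counts in every sample, all 12 libraries in one fit, the replicate block, libraries thinned to the smallest total, protein-coding genes of the nuclear genome only, at least 2-fold changes, a prior count of 0.25, and each replicate left out in turn.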

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

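Tests in this part were chosen before their own results were seen, apart from the relation of the binding change to transcript length, which was looked at only afterwards.

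The ratio of IP to Input changed differently at different genes after IR, with 1301 genes higher and 2881 lower by the interaction, which is the reason for a closer look. A change of the Input within the ratio was weighed first. Among the genes with a higher ratio that were tested in both comparisons, 1028 of 1187 were lower in the Input and 371 higher in the IP, and among those with a lower ratio 1621 of 2858 were higher in the Input and 1442 lower in the IP, so a change of the Input accounts for part of the result. On the TMM scale of all libraries, the shared targets had a median log2 change of -0.17 in the IP and of 0.13 in the Input. With the Inputs fitted on their own, the median Input change of those tested was 0.054, so the part of the Input depends on the scaling. Library size only moves the IP comparison by 0.21, so the fall of shared targets in the IP is not independent of the scaling either. More unbound RNA carried through the IP in IR would bring genes depleted from the IP closer to 0. Their median log2(IP/Input) differed by -0.089 between conditions, away from 0, but library size only moves the binding change by 0.31, so unbound RNA is not excluded. The real grouping of the 6 pools was the only one of 10 splits, and of the 4 that part every same-numbered pair, that gave as many genes (1 of 10). It gave 4182 genes past the threshold and 6403 at an unadjusted p under 0.05, against 0 and 456 to 614 in the other 9. With 10 splits the share cannot fall under 0.1, so it decides nothing. The numbers of genes argue against a coincidental grouping of pools. Fewer genes were higher than lower with DESeq2's size factors (1494 and 2374) and with DESeq2 (1761 and 2668) as well. Library size only, which moves all genes alike, gives 2862 higher and 877 lower, and at least 2-fold changes give 589 higher and 270 lower. A redistribution of YTHDF2 from shared targets after IR may remain as a hypothesis. It cannot be told apart from a change of the Input, from unbound RNA or from a shift shared by all genes. The change of binding also had a Spearman's rho of 0.311 with transcript length across 11560 protein-coding genes, so length bias is not excluded. A different mixture of cells among the CD11b+ cells was not tested.

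Reads on no annotated gene were 42.3% of the uniquely aligned reads in the Ctrl IPs and 51.4% in the IR IPs, with 24.7% to 27.0% in the Inputs as the control. The paper does not report on these reads. If they were fragments of the whole genome or of unannotated transcription at a level unrelated to genes, counts on genes silent in the Input would rise with exonic length. Among 22895 genes without a count in any Input, Spearman's rho across genes with exonic length was 0.294 for the IR IPs and 0.235 for the Ctrl IPs, just under the limit of 0.3 set for such a relation, so a contribution of this kind is not excluded. Genes are not independent replicates. A count in the IR IPs was found for 6644 of these genes, against 4678 in the Ctrl IPs. Library size was also weighed. Of the IR IP libraries, 1 had no more reads in all than the largest Ctrl IP library, so the totals overlap while the shares do not. Intronic, repeat and intergenic reads may make up these reads in part, which cannot be separated in counts per gene. No biological explanation was tested.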

How the results depend on the processing

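Of the alternatives, 2 were chosen after seeing the data, namely the restriction to genes with a mean of at least 1 CPM in the Inputs and the Ctrl IP libraries resampled to the variance-to-mean ratio of the IR IP, and so was the replicate block for the Input change of targets. Of 115 values of the main results under alternatives, 76 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. The numbers of targets in Ctrl and in IR are among these, apart from 2-fold changes in Ctrl and a replicate left out in IR. Of the others, 10 were weaker, 12 stronger, 8 moved and 9 were reversed. Of 57 values with a replicate left out, 50 kept theirs, 4 were weaker and 3 were reversed. For single named genes and other counts, 786 of 839 values kept theirs, with 16 weaker, 28 stronger and 9 reversed, as did 419 of 462 with a replicate left out, with 24 weaker, 9 stronger and 10 reversed.

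The difference in number of targets, IR minus Ctrl (51), was 165 under DESeq2's size factors, 1695 under library size only, 377 with DESeq2, 397 with no filter on low counts, 489 with all 12 libraries in one fit, 171 after thinning to the smallest library and 477 with 2-fold changes. With the resampled Ctrl IP, where noise was added to Ctrl alone, it was 1386. It was reversed to -515 with at least 10 counts in every sample, -115 with the replicate block, -120 for protein-coding nuclear genes only and -532 for genes with at least 1 CPM in the Inputs, and lay between -863 and -778 across the 3 fits that each left out a replicate. The cause was not tested for each setting. The last of these ranges comes from fewer targets in IR, 3979 to 4153 with a replicate left out against 4842 to 4984 in Ctrl. In these fits the filter of 10 counts in 3 libraries could only be met with an Input library, so genes seen only in the IP were not tested.

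With 2-fold changes there were 3625 targets in Ctrl, 589 genes with a higher and 270 with a lower binding change with IR, 344 genes higher and 674 lower in the Input, IR vs Ctrl, and 571 higher and 135 lower in the IP, IR vs Ctrl. With library size only, the binding change with IR was higher at 2862 and lower at 877 genes, and the IP was higher at 2665 and lower at 828. The median of all genes moves with this scaling by -0.18 for IP against Input in Ctrl, 0.15 in IR, 0.31 for the binding change and 0.21 for the IP. All 12 libraries in one fit gave 2621 genes higher and 1500 lower in the Input, and 2125 higher and 2952 lower in the IP. The Input then had more genes higher than lower, against 3557 higher and 4047 lower in the main fit. The fit over all 12 libraries takes its scaling and dispersion from IP and Input together, while the main fit takes them from the Inputs alone. Leaving out a replicate gave 715 to 1056 genes higher in the IP across 6 fits. The cause was not tested.

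The median binding intensity on targets, IR minus Ctrl (-0.028), was -0.29 for targets called in both conditions, -0.073 for all genes tested in both, -0.060 with a prior count of 0.25, -0.0041 after thinning, -0.11 for protein-coding nuclear genes only and -0.24 for genes with at least 1 CPM in the Inputs. It was reversed to 0.063 under DESeq2's size factors and 0.30 under library size only. The Input change of IR targets against other genes (-0.018) was reversed to 0.12 for targets called in Ctrl and moved to -0.58 for targets only in IR against targets in both. With targets from the other 2 replicates it was -0.0041 in replicate 1, and reversed to 0.0062 in replicate 2 and 0.012 in replicate 3. The cause was not tested. With the replicate block it was -0.014.

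Among single genes, library size only reversed the binding change of *Ythdf2* to 0.092, the IP against Input of *Nr1h3* in Ctrl to -0.0025 and the IP change of *Metrnl* to 0.018. Without a replicate, *Mefv* in Ctrl ranged from -0.016 to 0.48. In the Input, *Fto* was 0.049 and *Cxcl3* 0.055 with all 12 libraries in one fit, and *Cx3cr1* was -0.018 under library size only, -0.0043 with at least 10 counts in every sample, -0.00066 with the replicate block and -0.023 after thinning. With a replicate left out, these Input changes ranged from -0.074 to 0.0036 for *Fto*, from -0.093 to 0.035 for *Cxcl3*, from -0.084 to 0.13 for *Cx3cr1* and from -0.50 to 0.18 for *Gm7621*. None of the reversed values was past the threshold. The exons of *Nr1h3*, *Fto* and *Cx3cr1* overlap other genes, so their counts are uncertain.

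Pools with the same number in Ctrl and IR are different mice, and their deviations were hardly correlated (0.023 in the Input and -0.0086 in the IP). With this number as a replicate block, 3753 genes were higher and 4177 lower in the Input, and 1119 higher and 2034 lower in the IP. Depth limits the genes scarce in the Input. At 27852948 to 42382532 counts per library, a level of 3 counts is 0.0708 to 0.108 CPM, and the median Input level of targets called only in IR was 0.115 CPM.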

Differences from the paper's values

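Figure 5F marks about 4 of its 14 genes as bound by YTHDF2, read by eye, and 5 were called targets in Ctrl and 5 in IR. These counts are within 1.5 times of each other, as they are under the alternatives but one: with 2-fold changes 2 genes were called in IR and 4 in Ctrl. *Siglece*, which the figure does not mark, was called in both conditions, with log2 fold changes of IP over Input of 0.54 and 0.34. With no filter on low counts, 4 genes were called in IR. *Siglece* was not called in IR with no filter on low counts, nor with 2-fold changes in either condition.

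The paper states that more transcripts were bound by YTHDF2 after IR. Here the difference in number of targets, IR minus Ctrl, was 51, and more genes had a lower binding intensity in IR (2881) than a higher one (1301). Settings with more targets in IR were DESeq2, the tool of the paper's methods (377), DESeq2's size factors (165), library size only (1695), no filter on low counts (397), all 12 libraries in one fit (489), thinning to the smallest library (171), 2-fold changes (477) and the resampled Ctrl IP, which was chosen after seeing the values (1386). Resampling added noise to the Ctrl IP alone, which by itself lowers the Ctrl count. Settings with fewer targets in IR were at least 10 counts in every sample (-515), the replicate block (-115), protein-coding nuclear genes only (-120), each replicate left out in turn (-863 to -778) and genes with at least 1 CPM in the Inputs, which was also chosen after seeing the values (-532). More genes had a higher than a lower binding intensity in IR under library size only (2862 and 877) and with 2-fold changes (589 and 270).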

Other observations

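Of the tests in this part, those on repeated copies of molecules, on a single IR IP pool and on RNA without a poly(A) tail were chosen only after the result was seen, and the limit of 1 CPM in the Inputs was set after the numbers of targets were seen.

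The number of targets differed between Ctrl and IR by 51. It was 171 after thinning to the smallest library and 489 when all 12 libraries shared a dispersion. The excess in IR was thus not smaller at equal depth or with a shared dispersion, though both change its size. Repeated copies of the same molecules in the IP libraries, imitated by resampling the Ctrl IP to the variance-to-mean ratio of the IR IP, left a median of 4608 Ctrl targets (4574 to 4641 over 5 draws) against 5943 as deposited. The difference was then 1386, larger than as deposited. Noise was added to the Ctrl IP alone, which by itself lowers the Ctrl calls, so this rise follows from the setting and decides nothing. Genes scarcely present in the Input may account for the sign of the difference. Among genes with at least 1 CPM in the Inputs the difference was -532. Of the 22895 genes without a count in any Input, 123 had enough counts to be tested in IR. All 123 were called targets in IR, and 8 were called in Ctrl. Without an Input count a tested gene can only lie above the Input, so these calls are no separate test of this explanation. For the counts of IP against Input in Ctrl, in IR, and of IR against Ctrl in the Input and in the IP, the real split was the only one of 10 with as many genes (1 of 10 each, and 1 of the 4 splits that part every same-numbered pair, the others keeping some pair on one side). The other splits gave 0 genes past the threshold in each comparison, with at most 72, 90, 299 and 501 at an unadjusted p under 0.05. With 10 splits this share cannot fall under 0.1.

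IP replicates differed more in IR than in Ctrl, with a common dispersion of 0.0889 against 0.0235, and 0.0029 and 0.0030 in the Inputs. Library size was weighed by thinning all libraries to the smallest, after which the variance-to-mean ratio of the IR IPs was still 2.30 times that of the Ctrl IPs. A single pool apart from the other 2 was weighed by IR IP replicates 2 and 3 alone, whose ratio was 1.73 times the largest of the Ctrl IP pairs. Repeated copies of the same molecules, as amplification of little RNA gives, would raise the ratio by the same factor at low and high counts. The ratio at 200 to 2000 counts was 1.02 times that at 20 to 200 counts in the IR IPs, but also 1.10 times in the Ctrl IPs, 1.17 times in the Ctrl Inputs and 1.11 times in the IR Inputs, so this does not single out the IR IPs and leaves repeated copies open. Copies cannot be counted without molecular identifiers, and no biological explanation was tested.

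Across 11560 protein-coding genes expressed in these cells, IP enrichment was related to the transcript. Genes are not independent replicates, so the values describe these libraries. Spearman's rho between log2(IP/Input) and transcript length was 0.273 in Ctrl, under the limit of 0.3 set before the test, and 0.439 in IR. With GC content it was 0.186 in Ctrl and 0.128 in IR. With the density of the m6A consensus motif (DRACH) it was 0.068 in Ctrl and 0.056 in IR, and adjusted for length and GC content 0.152 and 0.127, where the limit set for the adjusted value was 0.1. Recognition of m6A by YTHDF2 may be a small part of the enrichment, which is seen past this limit only after the adjustment. In IR the rank correlation with length passes the limit, so length bias remains there as a technical explanation.

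The paper states that YTHDF2 was elevated in MDSCs after IR (Figure 1D) and shows *Metrnl* as lower in irradiated WT mice (Figure 5F), from measurements other than these Inputs of all CD11b+ cells. In the Inputs, *Ythdf2* changed by -0.25 (-0.17 and not past the threshold with all 12 libraries in one fit) and *Metrnl* by 0.27. Exchanged labels of the Inputs against the IPs would make the changes of Input and IP correlate negatively across genes, and Spearman's rho over 13468 genes was 0.142. A few genes taking a different share of the counts was weighed by removing the 10 genes with the most counts, after which 0 of the 2 genes changed direction. TMM already trims such genes and the removal moved neither value, so this does not exclude the explanation. The positive rho does not point to exchanged labels. A different mixture of cell types in the sorted cells was not tested. Of the 8 genes of Figure 1D tested in the Input, 4 were lower and 1 was higher in IR, with *Alkbh5* at -0.83, *Ythdf1* at -0.41, *Ythdf3* at -0.22 and *Ythdc1* at 0.28, while *Mettl3*, *Mettl14* and *Fto* were not past the threshold. The exons of *Ythdc1*, *Mettl3*, *Fto*, *Cxcl16* and *Cx3cr1* overlap other genes, so their counts are uncertain. Of the 10 tested genes of Figure S4B, 6 were higher and 0 lower past the threshold. The largest change past it was that of *Cxcl16*, at 0.41, while *Arg1*, at 1.23, was not past it. Of the 13 tested genes of Figure 5F, 6 were higher and 2 lower in the IR Input (6 and 3 when adjusted over the list alone).

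Replication-dependent histone genes fell in the IR Input, with a median log2 change of -2.67 over 60 genes (55 past the threshold and lower, 1 higher), and had a median of 0.47 in the IP over 52 genes, where 1 was higher and 1 lower past the threshold. RNA of these genes has no poly(A) tail. A different share of such RNA kept in the libraries was examined with other RNAs without a tail, which had a median of -2.43 in the Input (13 of 13 lower) and 0.79 in the IP (4 of 8 higher). Fewer dividing cells after IR would lower proliferation genes with a tail by a comparable amount, and their median was -0.53 in the Input (16 of 18 lower). Under library size only the median of histone genes in the IP was 0.67, but this setting moves all genes of the IP comparison by 0.21, so it does not exclude an effect of the scaling on the IP. A difference between the Ctrl and IR Inputs in how much RNA without a poly(A) tail was kept is a candidate explanation of the fall in the Input, and it bears on the ratio of IP to Input at such genes. These other RNAs took 3.06% of the counts in the Ctrl Inputs, 0.806% in the IR Inputs, 0.0477% in the Ctrl IPs and 0.219% in the IR IPs. A fall of proliferation genes, which was smaller, may come from fewer dividing cells and is not explained by the tail.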
